# Genome-wide profiling of piRNAs in the whitefly *Bemisia tabaci* reveals cluster distribution and association with begomovirus transmission

**DOI:** 10.1371/journal.pone.0213149

**Published:** 2019-03-12

**Authors:** Md Shamimuzzaman, Daniel K. Hasegawa, Wenbo Chen, Alvin M. Simmons, Zhangjun Fei, Kai-Shu Ling

## Abstract

The whitefly *Bemisia tabaci* MEAM1 is a notorious vector capable of transmitting many plant viruses, resulting in serious crop loss and food shortage around the world. To investigate potential sRNA-mediated regulatory mechanisms in whiteflies that are affected by virus acquisition and transmission, we conducted small RNA (sRNA) deep sequencing and performed genome-wide profiling of piwi-interacting RNAs (piRNAs) in whiteflies that were fed on tomato yellow leaf curl virus (TYLCV)-infected or non-infected tomato plants for 24, 48, and 72 h. In the present study, piRNA reads ranging from 564,395 to 1,715,652 per library were identified and shown to distribute unevenly in clusters (57 to 96 per library) on the whitefly (*B*. *tabaci* MEAM1) genome. Among them, 53 piRNA clusters were common for all treatments. Comparative analysis between libraries generated from viruliferous and non-viruliferous whiteflies identified five TYLCV-induced and 24 TYLCV-suppressed piRNA clusters. Approximately 62% of piRNAs were derived from non-coding sequences including intergenic regions, introns, and untranslated regions (UTRs). The remaining 38% were derived from coding sequences (CDS) or repeat elements. Interestingly, six protein coding genes were targeted by the TYLCV-induced piRNAs. We identified a large number of piRNAs that were distributed in clusters across the whitefly genome, with 60% being derived from non-coding regions. Comparative analysis revealed that feeding on a virus-infected host caused induction and suppression of only a small number of piRNA clusters in whiteflies. Although piRNAs primarily regulate the activity of transposable elements, our results suggest that they may have additional functions in regulating protein coding genes and in insect-virus interactions.

## Introduction

Small RNAs (sRNAs) are 19–31 nucleotide (nt) non-coding regulatory elements commonly found in plants, animals, including insects [1–4]. They play important roles in regulating gene expression, transposable elements (TE), or parasite immunity [2,5–7]. Major classes of sRNAs include small interfering RNAs (siRNAs) and microRNAs (miRNAs), which are primarily involved in silencing gene expression [1,2]. Another class of sRNAs known as PIWI-interacting RNAs (piRNAs) has been identified in vertebrate and invertebrate animals [4,5,8,9]. These piRNAs ranging from 26 to 31 nt are considered to regulate the activity of transposable elements as well as to silence the expression of protein coding genes [9–11].

The biogenesis of piRNAs has been studied in fruit fly (*Drosophila melanogaster*), honey bee (*Apis melifera*), mosquito (*Anopheles gambiae*), and other insects [4,11–13]. Three core proteins known as P-element induced wimpy testis (Piwi), Aubergine (Aub) and Argonaute-3 (Ago3) are required for piRNA biogenesis [7,8,12]. piRNAs are generated from distinct chromosomal regions referred to as piRNA clusters [7,8] and can vary in size from 1 kb to 250 kb and may contain as few as 10 to many thousands of piRNAs [13–15]. Two mechanisms of piRNA biogenesis has been described in *Drosophila* and other insects [7,13,14]. In first mechanism, long single-stranded piRNA precursors in the sense or antisense orientation are transcribed from piRNA clusters, and then processed into primary piRNAs by the cytoplasmic endonuclease, Zucchini (Zuc) [8,16,17]. The primary piRNAs, in association with Piwi proteins, will then form a RNA-induced silencing complex (RISC), which leads to piRNA-directed cleavage of mRNAs [8,14]. In the second mechanism, secondary piRNAs are generated through an amplification loop cycle, referring to as the ping-pong cycle [13,14]. Here, the target transcripts are cleaved by Aub-piRISCs, resulting in 5′- cleaved products being released and degraded in the process, whereas 3′- cleaved products are loaded onto Ago3 and subsequently processed into secondary piRNAs [13,18]. The hallmarks of the ping-pong mediated amplification of piRNAs are evidenced with a strong uridine (U) bias at the 5’ end for Aub-associated piRNAs and an adenosine (A) at position 10 for Ago3-associted piRNAs [7,8,13]. A 10 base-pair overlap is often seen between the complementary primary and secondary piRNAs.

The functions of piRNAs are highly conserved among a number of animal and insect species [5,8,9,12,13], which are primarily involved in silencing the activity of transposable elements (TEs) in germline cells but are also active in other cell types [4,7,8,19,20]. TEs represent an important part of repetitive elements and can drive intra-genomic variation and genome diversification. The movement of TEs from one part of a genome to another occurs via an RNA or DNA intermediate, and thus, are classified as retrotransposons (class I) and DNA transposons (class II), respectively [21,22]. The Class I TEs are composed of long terminal repeat (LTR) and non-LTR (NLTR) retrotransposons. Families of LTR retrotransposons, including gypsy, copia and pao, are abundant in diverse insect species [7,11,23]. Similarly, NLTR, including long interspersed nuclear elements (LINEs) and short interspersed nuclear elements (SINEs), are also well studied transposable elements in insects [8,13]. On the other hand, the Class II DNA transposons, including maverick, mariner, hAT, harbinger, and P elements, are also abundant in insects [7,13,24]. Thus, piRNAs can regulate the activity of both retrotransposons and DNA transposons. Furthermore, some piRNAs are non-repetitive and non-transposon-related, which can regulate expression of protein-coding genes [8,13]. In addition to the functions of piRNAs in controlling TE activities and silencing the expression of protein-coding genes, the piRNA pathway has also been shown to be involved in antiviral response in several insects (*D*. *melanogaster*, *A*. *gambiae* and *A*. *aegypti* [6,7,25,26]. Altogether, piRNAs play diverse roles in the pathways associated with insect development, reproduction and immune responses.

The whitefly *Bemisia tabaci* Middle-East Asia Minor 1 (MEAM1) is one of the most widely distributed whitefly cryptic species, which is capable of transmitting hundreds of plant viruses to cause devastating losses on important agricultural crops, including beans, cassava, cotton, melon, sweetpotato and tomato [27,28]. Whitefly-transmitted viruses are classified in the genera of *Begomovirus*, *Crinivirus*, *Ipomovirus*, *Torradovirus* and *Carlavirus*. One of the most important begomoviruses is tomato yellow leaf curl virus (TYLCV), which has also been the focus for numerous other studies to understand the whitefly-begomovirus interactions [29–31].

In the present study, our preliminary analysis of sRNA sequence datasets revealed an enrichment of sRNAs (ranging from 26–31 nt) in addition to the typical miRNAs, which led us to explore the piRNA profiling. We performed genome-wide identification of piRNA clusters in whitefly (*B*. *tabaci*, MEAM1) and analyzed their expression levels in whiteflies feeding on TYLCV-infected or uninfected tomato plants for 24, 48, and 72 h. With ~45% of the whitefly genome sequence comprised of repeat elements, including miniature inverted repeat transposable elements (MITEs), LINEs, SINEs, LTRs and DNA transposons [28], piRNAs, involved in regulation of transposable elements, may play an important role in maintaining whitefly genome integrity, reproduction and antiviral immune responses. The piRNA pathway has been linked to other epidemiologically important phenotypes in mosquitoes [20,26,32]. The role of piRNAs in antiviral immune responses in both *Aedes aegypti* and *A*. *albopictus* has also been reported by multiple research groups [20,25,26]. Knowledge of the mechanism on how the piRNA pathway regulates reproduction and antiviral immune responses in whitefly could be useful for both fundamental and applied research. Our enhanced understanding of the piRNA pathway in whitefly could facilitate the identification of novel targets for vector control using RNAi and genome editing technologies.

## Materials and methods

### Whiteflies and feeding assays

The same whitefly materials under the identical treatments used in our previous transcriptome analysis [31] were used in the present study. Briefly, a whitefly *B*. *tabaci* MEAM1 colony was maintained at the USDA-ARS, U.S. Vegetable Laboratory on broccoli (*Brassica oleracea* L. var. *botrytis*) in a greenhouse (26°C ± 5°C). The MEAM1 colony was confirmed using PCR primers to amplify the mitochondrial cytochrome oxidase 1 gene [19]. Approximately 1,500 adult whiteflies were transferred to TYLCV-infected or uninfected tomato (*Solanum lycopersicum* cv. Moneymaker) plants and were allowed to feed for 24, 48, or 72 h, as described by Hasegawa et al. [31]. At the end of each time point, 200–500 living whiteflies were collected and immediately stored at -80°C until processing. Three biological replicates were performed for each treatment. Those viruliferous whiteflies were demonstrated in our previous study to contain TYLCV in acquisition periods of 24, 48 and 72 h, whereas those whiteflies fed on non-infected tomato plants were negative for TYLCV [31].

### RNA isolation and library preparation

Total RNA was isolated with a TRIzol Reagent (Thermo Fisher Scientific, USA) according to the manufacturer’s protocol, and purified with the Direct-zol RNA MiniPrep kit (Zymo, USA). sRNAs were then polyacrylamide gel electrophoresis (PAGE)-purified and used to construct sRNA libraries as described [33,34]. A total of 18 sRNA libraries were constructed and sequenced on an Illumina HiSeq 2500 system.

### Processing of sRNA raw reads

Raw sRNA reads were processed to remove adapters and low quality sequences using an in-house perl script included in the VirusDetect package [35]. For piRNA analysis, reads shorter than 25 nt and longer than 40 nt were also removed. The remaining size-selected reads were aligned to the Rfam database (Version 12.1) (http://rfam.sanger.ac.uk/) to filter out any reads that were mapped to rRNAs, tRNAs, and snRNAs. Raw and processed sequencing data are available in the GEO (Gene Expression Omnibus) database of the National Center for Biotechnology Information (NCBI) under accession number GSE111343.

### Identification of piRNA clusters in whitefly

The high-quality cleaned sRNA reads were aligned to the whitefly reference genome using Bowtie [36] allowing up to two mismatches. Replicates were combined and genome-mapped reads were used to identify piRNA clusters using the proTRAC (Version 2.3) pipeline [37] with default parameters. proTRAC predicts potential piRNAs and piRNA clusters based on typical characteristics such as the number of loci with uridine (U) at position 1 or adenosine (A) at position 10, the number of loci within the typical piRNA length (26–31 nt), strand bias, and sliding window of 5 kb. Whitefly gene annotation and repeat sequence annotation obtained from the whitefly genome database [28] were utilized while running the proTRAC pipeline. The proTRAC output provides the normalized quantitative expression of piRNA clusters in reads per million mapped reads (RPM). This pipeline also generates a fasta file for individual clusters that contains all piRNA sequences. Differentially expressed piRNA clusters at each time points were identified using edgeR [38], with a cutoff of adjusted p-value < 0.05. In addition, we calculated the overall percentage for sense versus antisense strand derived piRNAs, and single versus multiple loci derived piRNAs.

### piRNA cluster associated genes and transposable elements

Genes and repeat elements mapped to the piRNA clusters were retrieved from proTRAC output. We calculated the percentage of CDS-, repeat elements- and non-coding sequence-derived piRNAs utilizing the piRNA fasta files generated by proTRAC. Repeat annotation from the whitefly genome database [28] was utilized to divide piRNA cluster mapped repeat elements into different classes and families. We identified commonly expressed piRNA clusters across all time points using bedtools intersect [39]. Similarly, piRNA clusters that were induced or suppressed in whiteflies fed on uninfected versus TYLCV-infected plants were identified.

## Results

### Sequencing and initial processing of sRNA reads

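Whiteflies of *Bemisia tabaci* MEAM1 had fed for 24, 48 or 72 h on uninfected tomato (24 h-H, 48 h-H and 72 h-H) or on tomato carrying tomato yellow leaf curl virus (24 h-V, 48 h-V and 72 h-V). Each of the 6 conditions had 3 biological replicates, and each replicate was a separate library, giving 18 libraries. The authors removed adapters and low quality sequences and deposited, for each library, every distinct sequence of 15 to 40 nt with the number of reads that had this sequence, without normalization. The counts were not restricted to reads that map to the whitefly genome, and the replicates were not combined. The libraries held 1958257 to 8025665 reads, with a median of 4958525 and a total of 87369201. The median per library was 6465115 reads in 24 h-H, 5856159 in 24 h-V, 4013021 in 48 h-H, 3696606 in 48 h-V, 4741908 in 72 h-H and 3973114 in 72 h-V, so that the medians were highest at 24 h and at each time point higher in H than in V. Single libraries did not all follow the medians, since replicate 1 of 72 h-V held 5815949 reads, more than any 72 h-H library. In all, 38545431 distinct sequences were found, and 86.0% of them were found in a single library. The read counts were used as deposited. No whitefly genome was used here, so reads were compared by sequence and length and were not assigned to piRNA clusters, strands, genes or repeat elements. Shares of reads were computed for each library and compared between V and H at each time point with a two-sided exact permutation test, for which 3 libraries against 3 allow no p-value below 0.1. Counts per distinct sequence were tested with the quasi-likelihood test of edgeR. Reads of PCR-amplified libraries are not independent molecules, so that read counts give the counting error only.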

To shed light on the whitefly piRNA profiles in response to feeding on TYLCV-infected tomato, deep sequencing of sRNAs was performed using RNAs isolated from whiteflies fed on either TYLCV-infected or uninfected tomato for 24, 48, and 72 h. We performed three biological replicates for each time point. 

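The 18 libraries held 85225690 reads of 18 nt or longer, and in each of the 18 libraries this number was equal to the number of clean reads that the paper lists in S1 Table. These reads ranged from 1877534 to 8000547 per library, with a median of 4819629. The raw reads, to which the range and the total in the text of the paper refer, were not analysed here. Pearson correlation coefficients were calculated over the 2883524 distinct sequences found in at least 3 libraries, on the log2 scale of CPM with a pseudocount of 1. The 18 pairs of replicates of the same condition had a median coefficient of 0.707, with a range of 0.613 to 0.802. The 27 pairs from the same time point and different diets had a median of 0.696 (0.576 to 0.796), and the 108 pairs from different time points had a median of 0.654 (0.551 to 0.744). Because pairs share libraries, these medians were not tested against each other. The choice of scale moved these values most. Without the log transformation, where the most abundant sequences carry most of the weight, the medians were 0.974, 0.968 and 0.924, respectively. These coefficients are across sequences, which are not independent replicates.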

Sequencing of 18 sRNA libraries produced a total of approximately 175 million reads with a range of approximately 5 to 13 million reads per library (S1 Table) and Pearson correlation coefficient (S2 Table) indicates high reproducibility of sequencing libraries. 

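In each of the 18 libraries, the most abundant read length was 30 nt, which held 16.6% to 31.6% of the reads of a library. Below 25 nt, the most abundant length in all 18 libraries was 22 nt, with 5.45% to 10.1% of the reads. Among reads of 25 to 40 nt, the range that the methods of the paper keep for piRNA analysis, reads of 28–31 nt made up 77.0% ± 0.969 (SD, n = 3) in 24 h-H and 79.0% ± 0.505 (SD, n = 3) in 24 h-V. They made up 76.6% ± 1.46 in 48 h-H, 77.2% ± 0.233 in 48 h-V, 73.2% ± 5.04 in 72 h-H and 72.3% ± 0.939 in 72 h-V (SD, n = 3 each). At 24 h, each of the 3 V libraries was above each of the 3 H libraries, with a difference of 1.97 percentage points (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The differences at 48 h (0.550 percentage points, p = 0.7) and 72 h (-0.993 percentage points, p = 0.7, both two-sided exact permutation tests) were within the spread between replicates. With the replicate number as a block, as numbered in the sample labels, the difference at 24 h was in the same direction in 3 of 3 pairs (two-sided exact sign-flip permutation test, p = 0.25, the smallest that 3 pairs allow). When the share was taken of all reads, the full separation at 24 h was lost. The difference there was 2.86 percentage points, with 2 of the 3 V libraries above every H library (two-sided exact permutation test, p = 0.2). With this share the direction at 48 h changed (-0.147 percentage points), and the difference at 72 h was -5.07 percentage points. Reads of 25 to 40 nt were 78.5% ± 1.89 of all reads in 24 h-H and 80.2% ± 2.69 in 24 h-V (SD, n = 3), but 65.1% ± 4.07 in 48 h-H and 59.9% ± 0.842 in 72 h-V (SD, n = 3), so the libraries of 24 h held fewer short reads. These files also hold reads shorter than the range kept for piRNA analysis, and whether reads matching rRNAs, tRNAs and snRNAs had been removed from them is not known.

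**Figure D1:**
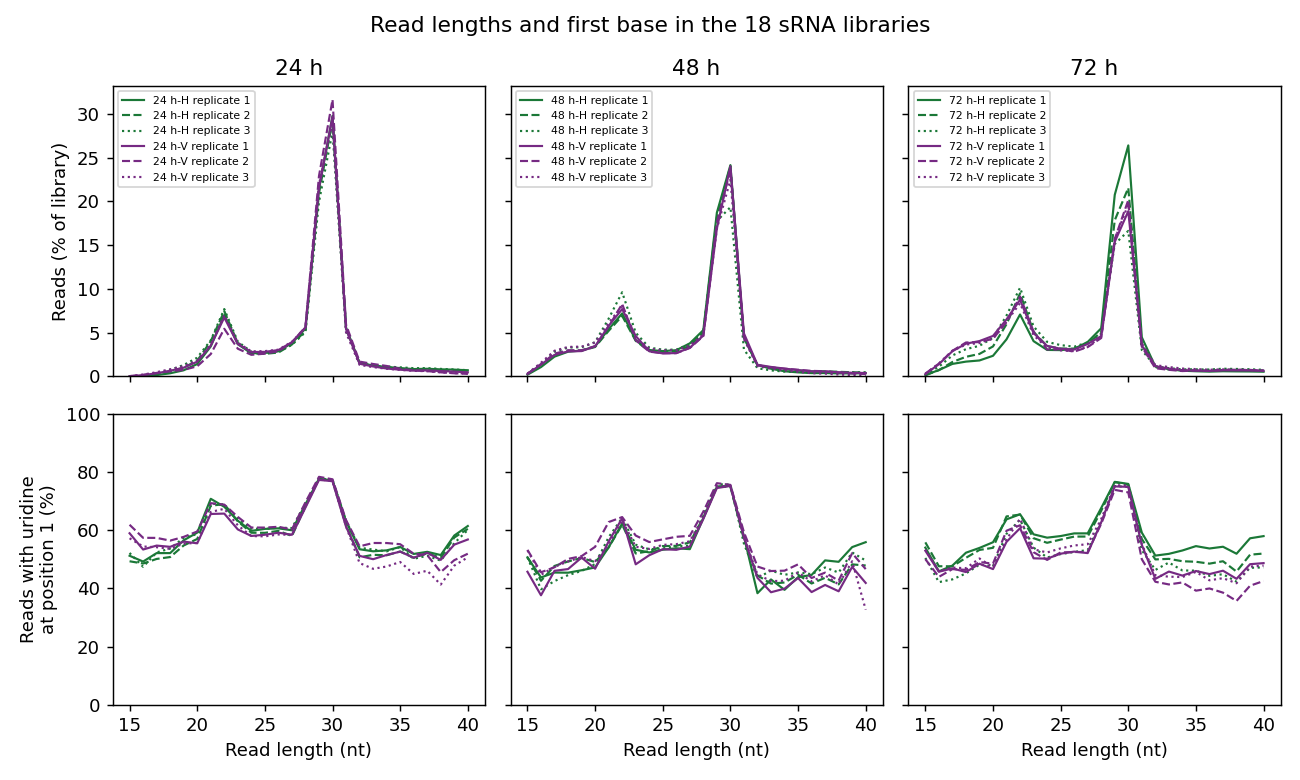
Read length (nt, horizontal axis) against percent of the reads of a library (upper row) and percent of reads with uridine at position 1 (lower row) at 24, 48 and 72 h, with 1 line per library, green for H and purple for V, and solid, dashed and dotted lines for replicates 1, 2 and 3. All 18 libraries have the highest peak at 30 nt and a lower peak at 22 nt.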

After trimming and removing low quality reads, rRNAs, tRNAs, and snRNAs, we found that reads with 28–31 nt in length were the most abundant in the datasets (Fig 1A), indicating that the libraries were enriched for reads corresponding to piRNAs. 

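Reads of 26 to 40 nt numbered 15349517 in the 3 libraries of 24 h-H together, 13582645 in 24 h-V, 7927639 in 48 h-H, 6476504 in 48 h-V, 8588705 in 72 h-H and 7246840 in 72 h-V. The pipeline used in the paper scores the bases at positions 1 and 10 and the length of reads. Among reads of 26 to 31 nt, uridine at position 1 was found in 73.8% ± 0.243 in 24 h-H, 73.7% ± 0.682 in 24 h-V, 70.6% ± 0.187 in 48 h-H, 70.9% ± 0.845 in 48 h-V, 71.0% ± 1.82 in 72 h-H and 69.3% ± 1.02 in 72 h-V (SD, n = 3 each). The libraries of V and H overlapped at 24 h (difference of -0.152 percentage points, p = 0.8), 48 h (0.352, p = 0.8) and 72 h (-1.72, p = 0.3, two-sided exact permutation tests). At 72 h, each V library was below each H library when replicate 3 of 72 h-H was left out (-2.75 percentage points). Adenosine at position 10 was found in 32.3% ± 0.264 in 24 h-H, 32.2% ± 0.0588 in 24 h-V, 31.0% ± 0.426 in 48 h-H, 31.9% ± 0.421 in 48 h-V, 31.4% ± 0.924 in 72 h-H and 30.9% ± 0.450 in 72 h-V (SD, n = 3 each). At 48 h, adenosine at position 10 was 0.921 percentage points higher in V, with each V library above each H library (two-sided exact permutation test, p = 0.1, the smallest possible). Adenosine was also higher in V at 48 h at the neighboring positions 9 (0.797 percentage points) and 11 (0.930 percentage points). In 24 h-H adenosine was found at position 9 in 27.5% and at position 11 in 30.6% of these reads. With the replicate number as a block, the difference for position 10 at 48 h was in the same direction in 3 of 3 pairs (two-sided exact sign-flip permutation test, p = 0.25, the smallest possible).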

Reads that had lengths within the range of expected piRNAs of 26–40 nt were selected for further analysis.

**Fig 1:**
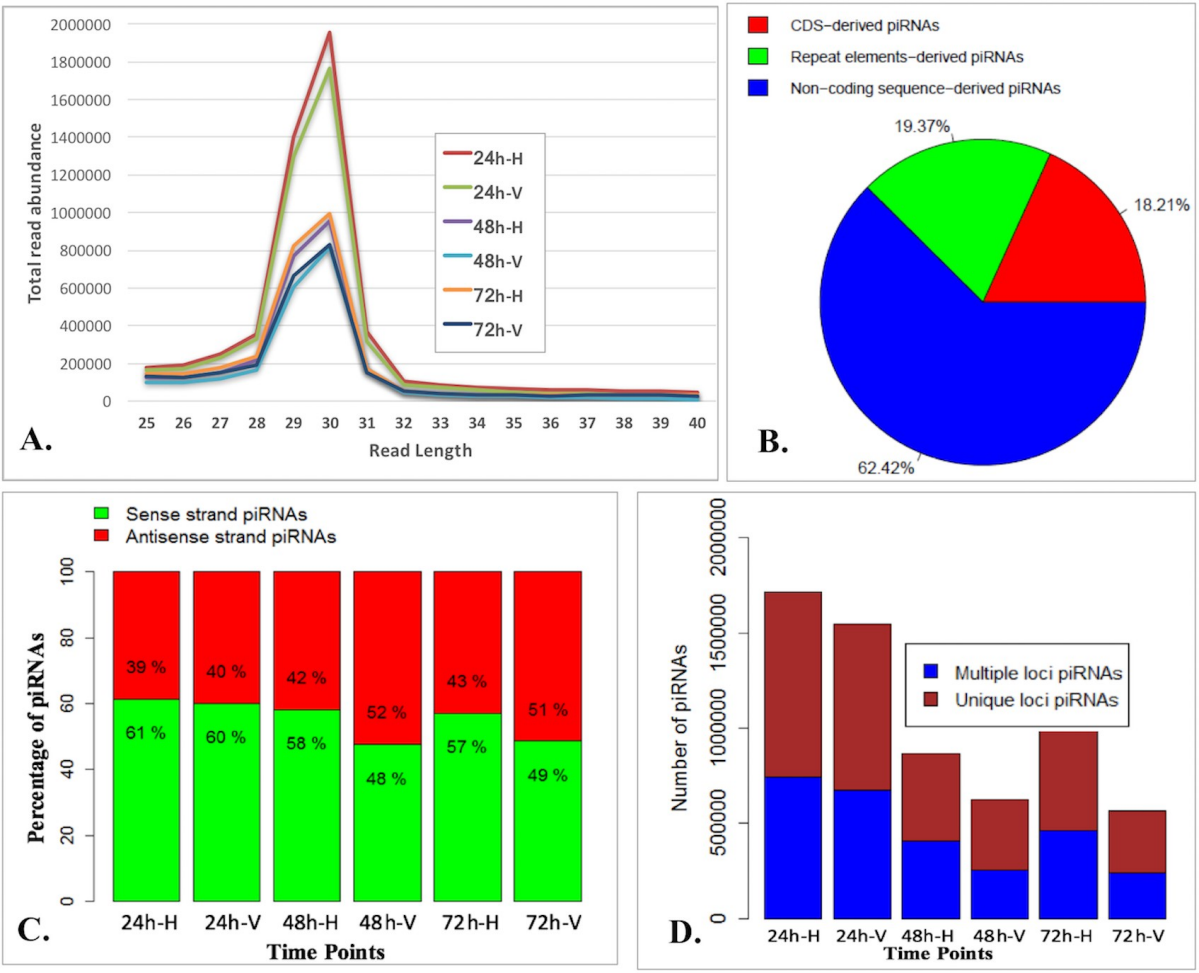
**A. Distribution of sRNA read lengths.** Size distribution of sequence reads with peaking at 28–31 nt which is usual size range for piRNAs. Horizontal axis provides read length and vertical axis provides total number of reads at specific length. 24 h-H, 48 h-H, and 72 h-H represents whiteflies fed on uninfected tomato for 24, 48 and 72 hours, respectively. 24 h-V, 48 h-V, and 72 h-V represents whiteflies fed on TYLCV-infected tomato for 24, 48 and 72 hours, respectively. **Fig 1B.** Distribution of piRNAs in different genomic regions. Percentage of all identified piRNAs mapping to different genomic features. Red color denotes piRNAs derived from coding sequences (CDS), green color denotes piRNAs derived from repeat elements, and blue denotes piRNAs derived from non-coding sequences including intergenic regions, introns and UTRs. **C).** Distribution of piRNAs based on strand. Green color denotes percentage of piRNAs derived from sense strand whereas brown color denotes percentage of piRNAs derived from antisense strand. **D).** Distribution of piRNAs based on mapping to number of genomic loci. Blue color denotes piRNAs mapped to multiple genomic loci whereas brown color denotes piRNAs mapped to single unique genomic loci. 24 h-H, 48 h-H, and 72 h-H represents whiteflies fed on uninfected tomato for 24, 48 and 72 hours, respectively. 24 h-V, 48 h-V, and 72 h-V represents whiteflies fed on TYLCV-infected tomato for 24, 48 and 72 hours, respectively.

### Expression of core components of piRNA pathway genes in *Bemisia tabaci*

Core components of piRNA pathway genes, Ago-3 (Bta04637), Aub (Bta08949), and piwi (Bta00007 and Bta00198) are conserved in the *B*. *tabaci* genome [28]. We retrieved the expression values of the above genes from a recently published transcriptome dataset [31] that was generated using the same pool of total RNA from which sRNAs were isolated. We found that all core component genes of the piRNA pathway were expressed at all three time points (Table 1). The expression of *Ago-3* ranged in16 to 18 RPKM, and *Aub* in 83 to 93 RPKM. Both piwi genes were also expressed, although at lower levels (Table 1), indicating a functional piRNA pathway is present in the whitefly *B*. *tabaci*. P-values (Table 1) obtained from edgeR [38] analysis indicate that expression level of these piRNA pathway genes did not change significantly across all three time points.

**Table 1:** Expression of genes encoding the core components of piRNA pathways.

Gene	Annotation	24 h-H	24 h-V	p-val	48 h-H	48 h-V	p-val	72 h-H	72 h-V*	p-val
Bta04637	argonaute-3	18.38	16.28	1	16.94	17.42	1	17.13	16.09	1
Bta08949	aubergine-like protein	90.05	88.42	1	90.18	97.91	1	93.21	83.52	1
Bta00007	Piwi-like protein	5.8	4.62	0.97	4.69	4.43	1	5.15	5.13	1
Bta00198	Piwi-like protein	2.85	2.51	1	3.47	2.68	1	3.42	3.46	1

*24 h-H, 48 h-H, and 72 h-H represents whiteflies fed on uninfected tomato for 24, 48 and 72 hours respectively. 24 h-V, 48 h-V, and 72 h-V represents whiteflies fed on TYLCV-infected tomato for 24, 48 and 72 hours respectively. Expression values are provided in reads per kilobase per million mapped reads (RPKM). Expression values and edgeR [38] calculated p-values were retrieved from our recently published article [31].

### Identification of piRNA clusters

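The paper combined the replicates for the cluster search, so reads are given here for each condition as a whole. The 3 libraries of a condition together held 13570001 reads of 26–31 nt in 24 h-H, 12329123 in 24 h-V, 7202318 in 48 h-H, 5873619 in 48 h-V, 7656949 in 72 h-H and 6339789 in 72 h-V. H had more of these reads than V at each time point, and the 24 h conditions had more than those of 48 and 72 h. From S1 Table, the genome-mapped reads that the paper reports add up to 14484527 in 24 h-H, 12754879 in 24 h-V, 9219057 in 48 h-H, 7577524 in 48 h-V, 9659687 in 72 h-H and 8993305 in 72 h-V. These are the values of the paper, and the mapping was not repeated here. At 48 and 72 h they exceed the deposited reads of 25 to 40 nt (8298408 in 48 h-H, 6768175 in 48 h-V, 9028964 in 72 h-H and 7642636 in 72 h-V). The mapped reads of S1 Table are therefore not limited to this size range, and the number of reads that entered the cluster search is not known.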

Whitefly genome-mapped reads were used to identify piRNA clusters using proTRAC pipeline [37]. We detected 57 to 96 clusters of piRNAs at each of the three different time points and treatments (Table 2 and S2 Table). The total number of piRNAs at each time point ranged from 564,395 to 1,715,652 (Table 2). The results obtained from the proTRAC pipeline also provides a detailed graphical view of each cluster. A representative view of an identified graphical cluster was shown in S1 Fig. On average, each cluster contained 13,998 piRNAs. We found piRNA clusters are derived from either positive or negative strand (S2 Table), suggesting they are mono directionally transcribed. The percentage of sense strand-derived piRNAs gradually decreased (from 60% to 49%) over the three tested time periods with acquisition of TYLCV, whereas the antisense strand-derived piRNAs increased (from 40% to 51%) over the same period time (Fig 1C). Additionally, we identified piRNAs matching to single genomic loci as well as multiple genomic loci. The percentage of piRNAs matching to a single genomic loci ranged from 41% to 47% whereas the percentage of piRNAs matching to multiple genomic loci ranged from 53% to 59% (Fig 1D). When mapped to the whitefly *B*. *tabaci* MEAM1 genome, piRNAs were shown to be derived from either coding sequences (CDS), transposable elements, or non-coding sequences. We found that ~ 62% of whitefly piRNAs were derived from non-coding sequences, which included intergenic regions, introns, and UTRs (Fig 1B). The potential roles for non-coding sequence derived piRNAs are still unknown. Approximately 38% of piRNAs were derived from CDS and repeat elements (Fig 1B).

**Table 2:** Summary of identified piRNA clusters in different libraries.

Library*	Number of piRNA clusters	Total piRNAs
24 h-H	96	1,715,652
24 h-V	92	1,547,894
48 h-H	68	868,509
48 h-V	67	623,211
72 h-H	71	993,629
72 h-V	57	564,395

*24 h-H, 48 h-H, and 72 h-H represents whiteflies fed on uninfected tomato for 24, 48 and 72 hours respectively. 24 h-V, 48 h-V, and 72 h-V represents whiteflies fed on TYLCV-infected tomato for 24, 48 and 72 hours respectively.

### CDS and repeat elements derived piRNAs

Apart from the non-coding genomic-region derived piRNAs, there was a significant percentage of piRNAs that were derived from gene coding sequences and repeat elements which were of major interests for this study. The percentage of CDS-derived piRNAs in whiteflies fed on uninfected tomato were 14.6%, 21.0%, and 19.6% of all piRNAs for 24 h, 48 h and 72 h, respectively, whereas the percentages were 15.0%, 22.6%, and 26.3% in whiteflies fed on TYLCV-infected tomato (S2 Fig). These piRNAs were derived from genes that were predicted to be involved in diverse growth, developmental and metabolic pathways (S3 Table).

piRNAs are well known for their involvement in silencing the activity of transposable elements. Overall 19.4% of all identified piRNAs were derived from different classes of repeat elements (Fig 1B and S4 Table). For whiteflies fed on uninfected and TYLCV-infected tomato for 24 h, approximately 16% of piRNAs were derived from repeat elements, whereas at 48 h, it increased to ~ 22% (S2 Fig). Similarly, we found approximately 21% and 23% of piRNAs derived from repeat elements at 72 h for whiteflies fed on uninfected and TYLCV-infected tomato, respectively (S2 Fig).

Further analysis of repeat elements associated with piRNA clusters provided a comprehensive view of silencing of both class I (retrotransposons) and class II (DNA transposons) transposable elements. Two major families of retrotransposons are LTR and non-LTR retrotransposons. We found approximately 10%, 9% and 8% of LTR repeat elements were targeted by piRNA clusters at 24 h, 48 h, and 72 h, respectively, in whiteflies fed on uninfected tomato (Fig 2). Similarly, in whiteflies fed on TYLCV-infected tomato, we found 10%, 10%, and 13% of LTR repeat elements were targeted by piRNA clusters at 24 h, 48 h, and 72 h, respectively (Fig 2). We also identified piRNA clusters associated with non-LTR repeat elements that included LINEs and SINEs for each time point. Overall approximately 6–8% of non-LTR repeat elements were targeted by piRNA clusters across all time points. Our analysis identified a small percentage of DNA transposons targeted by piRNA clusters. They ranged between 4% and 7% of the total repeat elements targeted by piRNA clusters at all time points (Fig 2). Additionally, we found a major class of repeat elements targeted by piRNA clusters, called MITE elements, which ranged from 21% to 23% of the total repeat elements targeted by piRNA clusters across three different time points (Fig 2).

**Fig 2:**
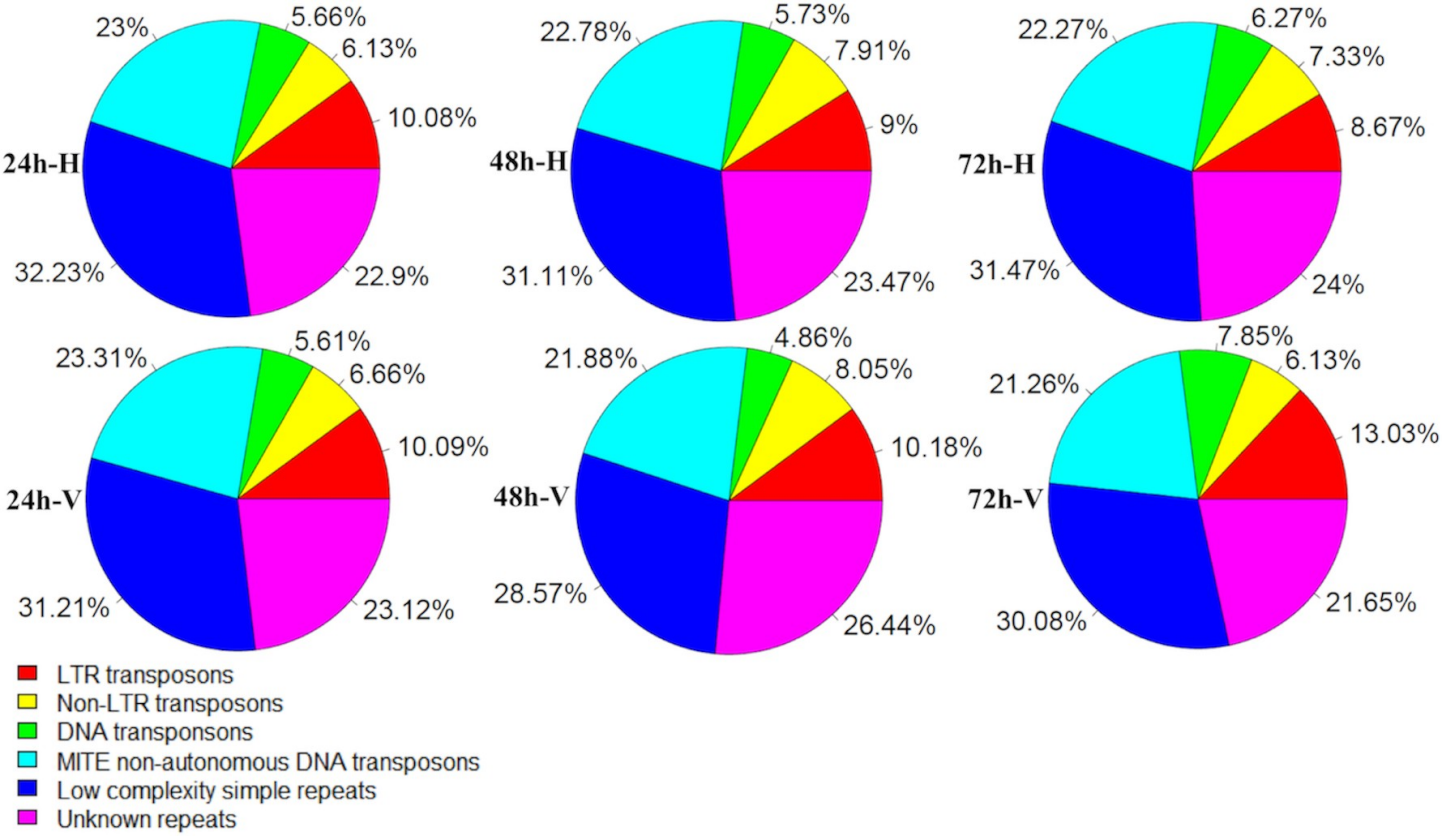
Distribution of repeat elements in piRNA clusters. Different color denotes different families of transposable elements. It shows the percentage of specific repeat family present at specific time points after whiteflies fed on uninfected/TYLCV-infected tomato. 24 h-H, 48 h-H, and 72 h-H represents whiteflies fed on uninfected tomato for 24, 48 and 72 hours, respectively. 24 h-V, 48 h-V, and 72 h-V represents whiteflies fed on TYLCV-infected tomato for 24, 48 and 72 hours, respectively.

### Comparison of identified piRNA clusters across three time points

To identify common and treatment-specific piRNA clusters, we performed comparative analysis across all time points using genomic coordinates of the identified piRNA clusters. We found 53 clusters that were commonly expressed across all time points in whiteflies fed on TYLCV-infected or uninfected tomato, and had normalized expression values that ranged from a few hundred to a few thousand RPM (S5 Table). 

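As reads were not assigned to clusters here, V and H were compared at the level of distinct sequences at each time point, with the same test package as in the paper and the 3 libraries of each diet. The quasi-likelihood test of edgeR was used with TMM normalization, edgeR's filter on low counts and Benjamini-Hochberg adjustment. At 24 h, 34229 sequences were tested, and 44 were higher and 148 lower in V at an adjusted p-value under 0.05. Of the 148 lower sequences, 141 were 33–40 nt long, and 113 of these had a GC content of at least 60%. Only 4 of the lower and 16 of the higher sequences were 28–31 nt long. When only sequences of 28–31 nt were tested, an alternative chosen after the data had been seen, 28 were higher and 6 lower. With the filter set to at least 10 counts in each of the 6 libraries, 15 sequences differed. Of the 192 sequences, 32 had that many counts in every library, so this filter removed most of them before the test. At 48 h, 18216 sequences were tested and 0 had an adjusted p-value under 0.05, with 1029 at an unadjusted p under 0.05. At 72 h, 19039 were tested and 1 was higher in V, with 1059 at an unadjusted p under 0.05. With the replicate number as a block, with pairs taken from the sample labels, 300 sequences differed at 24 h (121 higher and 179 lower in V), 0 at 48 h (786 at an unadjusted p under 0.05) and 0 at 72 h (1063 at an unadjusted p under 0.05). Deviations from the group mean had a mean correlation of 0.0821 between same-numbered libraries and -0.0412 between others at 24 h. The corresponding values were -0.0800 and 0.0422 at 48 h, and 0.150 and -0.0923 at 72 h. Because the deviations of the 3 libraries of a group add up to 0, the value for the other pairs follows from that for the same-numbered pairs and is not a separate baseline. In simulated counts in which 200 sequences were changed 4-fold, the test recovered 95.5% of these at 24 h, 64.0% at 48 h and 53.5% at 72 h.

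**Figure D2:**
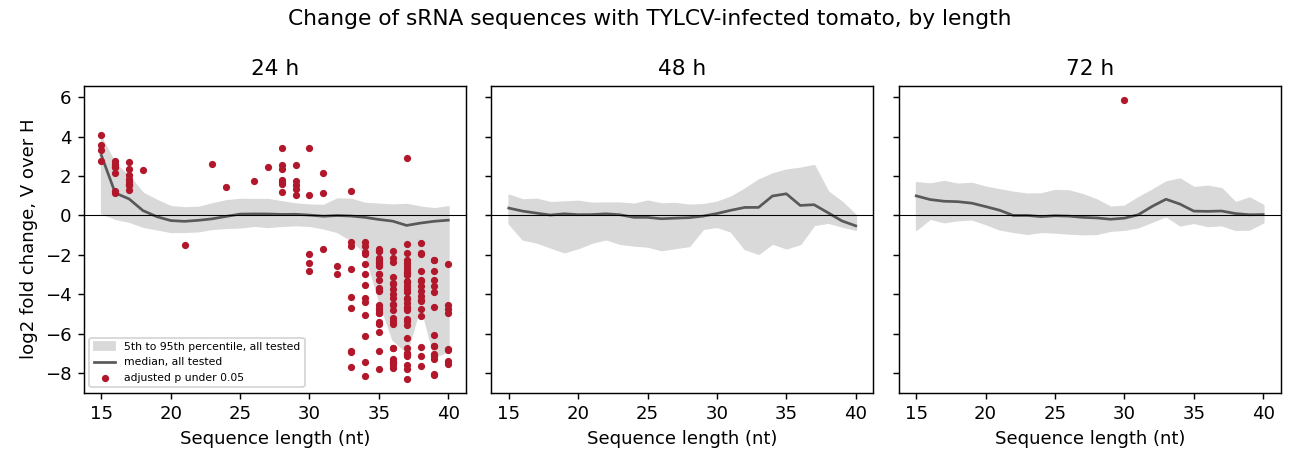
Sequence length (nt, horizontal axis) against log2 fold change of V over H (vertical axis) for the sequences tested at 24, 48 and 72 h. The gray band spans the 5th to the 95th percentile and the line is the median of all tested sequences of a length, and red points are single sequences with an adjusted p-value under 0.05, of which 192 are shown at 24 h, 0 at 48 h (1029 at an unadjusted p under 0.05) and 1 at 72 h.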

We performed statistical test using edgeR to determine differentially expressed piRNA clusters at three time points separately. P-values (S5 Table and Table 3) obtained from edgeR analysis indicate that one of these common piRNA clusters showed significant differential expression. The top 10 highly expressed piRNA clusters were expressed at 2,606 to 10,708 RPM (Table 3) and the edgeR obtained p-values are greater than 0.05.

**Table 3:** Top 10 highly expressed piRNA clusters across three time points.

piRNA Cluster#	Genomic Coordinate	24 h-H	24 h-V	p-val	48 h-H	48 h-V	p-val	72 h-H	72 h-V*	p-val
Cluster 14	Scaffold1496: 970038–988027	8653.81	8785.46	0.9998	6585.59	6929.98	0.5533	7327.08	6488.66	0.1387
Cluster 51	Scaffold942: 2258000–2294025	10483.82	10708.49	0.9998	4817.16	5109.44	0.5533	8611.14	5167.09	0.1387
Cluster 6	Scaffold12176: 1–8412	5176.25	5281.12	0.9998	3769.10	3932.87	0.5533	4396.97	3952.82	0.1387
Cluster 34	Scaffold2737: 1425031–1439998	5036.33	5075.96	0.9998	4287.83	4512.69	0.5533	4445.80	3819.97	0.4808
Cluster 16	Scaffold1558: 1069000–1080144	4824.27	4932.09	0.9998	3633.06	3849.60	0.5533	4179.38	3796.12	0.1387
Cluster 40	Scaffold3872: 103000–128026	4776.27	4861.66	0.9998	3710.97	3915.16	0.5533	4157.38	3639.44	0.1387
Cluster 44	Scaffold637: 935001–951025	4626.02	4675.21	0.9998	3745.70	3887.18	0.5533	4018.03	3585.03	0.1387
Cluster 50	Scaffold942: 760005–780924	4132.76	4153.56	0.9998	3403.43	3748.42	0.5533	3576.29	2941.60	0.1387
Cluster 31	Scaffold2605: 3026002–3046017	3315.15	3469.88	0.9998	3052.21	3023.40	0.5533	3100.27	2910.32	0.163
Cluster 25	Scaffold2124: 493014–515027	4412.40	4478.17	0.9998	2643.39	2741.01	0.5533	3676.77	2606.07	0.5941

#Common cluster are named sequentially starts from 1 to 53. P-values were calculated using a Bioconductor package edgeR [38].

*24 h-H, 48 h-H, and 72 h-H represents whiteflies fed on uninfected tomato for 24, 48 and 72 hours respectively. 24 h-V, 48 h-V, and 72 h-V represents whiteflies fed on TYLCV-infected tomato for 24, 48 and 72 hours respectively. Expression values are provided in reads per million mapped reads (RPM).

### Induced piRNA clusters in whitefly acquired TYLCV

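Whether sequences were found with a single diet was examined in the reads of 25 to 40 nt, for sequences with at least 20 reads in the 3 libraries of a condition together. This measure was chosen after the data had been seen. At 24 h, 114 of the 55557 such sequences of H were found in all 3 H libraries and in no V library, against 1 of 48570 sequences of V found in all 3 V libraries and in no H library. At 48 h the numbers were 15 of 24869 for H and 0 of 18551 for V, and at 72 h 5 of 26002 for H and 15 of 20669 for V. For comparison, the 6 libraries of each time point were also grouped so that each group of 3 held libraries of both diets. Across the 18 such groups, the number of sequences found in all libraries of a group and in none of the others was at most 4 at 24 h, 20 at 48 h and 74 at 72 h. The median of the mixed groups was 0 at 24 and 48 h and 2 at 72 h. The number for H was above that of 18 of the 18 mixed groups at 24 h, 17 at 48 h and 10 at 72 h, and the number for V was above that of 10, 0 and 16 of them, respectively. Among sequences of 28–31 nt with at least 20 reads, the numbers for H were 2 at 24 h, 3 at 48 h and 4 at 72 h, and those for V were 0, 0 and 8, respectively. Over all time points, sequences of 15 to 40 nt were counted without a minimum number of reads. Of these, 6 were found in at least 8 V libraries and in no H library, against 39 in at least 8 H libraries and in no V library, and 0 were found in all 9 V libraries and in no H library, against 2 in all 9 H libraries and in no V library. The 6 sequences held 61 reads in all and the 39 held 421, so that their absence elsewhere may reflect depth. H had more reads than V at each time point, and mixed groups were not counted over all time points. These numbers therefore cannot separate diet from depth. The paper identifies treatment-specific clusters by comparing their genomic coordinates between conditions, and from the low p-values of edgeR it states that the differences in expression of the induced and suppressed clusters are significant. By the footnote of Table 4, the expression of such a cluster with the other diet was set to 0 for that test. Those p-values therefore do not rest on reads counted with both diets.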

To evaluate whether the expression of certain piRNA clusters may be affected upon TYLCV acquisition, we identified five piRNA clusters that were exclusively induced and 24 piRNA clusters that were suppressed in whiteflies fed on TYLCV-infected tomato (Fig 3 and Table 4). Low p-values obtained from edgeR analysis indicate these expression differences are significant. Among those five piRNA clusters that were induced in whiteflies when fed on TYLCV-infected tomato (Table 4), their expression ranged from 592 to 2,387 RPM and targeted six protein coding genes as well as a number of transposable elements (Tables 5 and 6). Three of the protein coding genes (Bta07031, Bta05801, Bta02620) have unknown functions, while the other three genes (Bta07186, Bta07187, Bta07188) were annotated as encoding a COMM domain-containing protein, a sentrin-specific protease, and a mitochondrial carrier protein. In addition, these induced piRNA clusters targeted both class I retrotransposons and class II DNA transposons. The piRNA targets included multiple members of different families of transposable elements (Table 6).

**Fig 3:**
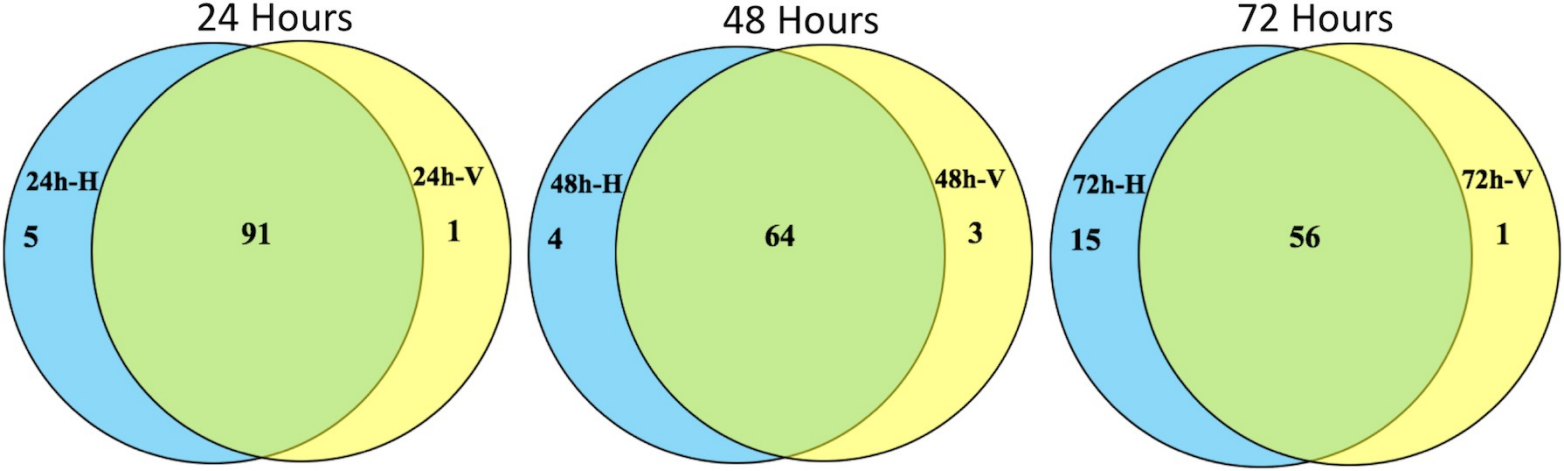
Comparison of identified piRNA clusters across three time points. Most piRNA clusters are common, and only handful of them are induced in whiteflies fed on TYLCV-infected tomato. 24 h-H, 48 h-H, and 72 h-H represents whiteflies fed on uninfected tomato for 24, 48 and 72 hours, respectively. 24 h-V, 48 h-V, and 72 h-V represents whiteflies fed on TYLCV-infected tomato for 24, 48 and 72 hours, respectively.

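The share of reads in common sequences was calculated for each library over the 348013 distinct sequences of 28–31 nt that were found in all 6 conditions, a measure chosen after the data had been seen. They held 40.0% ± 0.340 of the 28–31 nt reads in 24 h-H, 40.1% ± 0.320 in 24 h-V, 42.2% ± 1.12 in 48 h-H, 42.0% ± 0.858 in 48 h-V, 41.2% ± 0.481 in 72 h-H and 41.1% ± 1.89 in 72 h-V (SD, n = 3 each). V and H differed by less than the standard deviation between replicates at each time point. Common sequences were a smaller part of the distinct sequences, from 11.7% ± 1.16 in 24 h-H to 19.7% ± 3.34 in 48 h-V (SD, n = 3). This share depends on depth, because a sequence with few reads can be missed in a condition. Shared sequences are not the same measure as shared clusters, since a cluster can yield different sequences in different libraries.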

**Table 4:** Primary piRNA clusters induced or suppressed upon TYLCV acquisition.

piRNA Cluster*	Genomic Coordinates	Cluster Size (bp)	Normalized reads (RPM)	P-value
**Induced piRNAs in viruliferous whiteflies**				
24 h-V_Cluster 56	Scaffold27: 2717004–2735011	18008	2387.56	3.35E-62
48 h-V_Cluster 27	Scaffold1805: 1007000–1012027	5028	594.65	8.8E-50
48 h-V_Cluster 42	Scaffold27: 2727003–2734958	7956	727.63	1.34E-47
48 h-V_Cluster 57	Scaffold699: 1484000–1489026	5027	592.92	2.21E-51
72 h-V_Cluster 9	Scaffold1335: 74003–81015	7013	764.65	1.91E-55
**Suppressed piRNAs in viruliferous whiteflies**				
24 h-H_Cluster 32	Scaffold16276: 8857001–8864026	7026	865.45	2.5E-58
24 h-H_Cluster 39	Scaffold1805: 1007000–1013011	6012	736.44	2.47E-54
24 h-H_Cluster 43	Scaffold2068: 132008–140016	8009	1007.06	8.74E-56
24 h-H_Cluster 49	Scaffold226: 4092002–4102027	10026	2289.33	3.35E-62
24 h-H_Cluster 72	Scaffold469: 1514001–1520967	6967	941.28	5.89E-55
48 h-H_Cluster 21	Scaffold1580: 896006–902026	6021	640.28	2.8E-48
48 h-H_Cluster 36	Scaffold226: 4014011–4070020	56010	23289.99	2.58E-86
48 h-H_Cluster 38	Scaffold2418: 1–5665	5665	3247.88	4.64E-63
48 h-H_Cluster 57	Scaffold653: 1–7998	7998	981.35	8.35E-55
72 h-H_Cluster 3	Scaffold1144: 774002–780020	6019	676.32	1.37E-40
72 h-H_Cluster 9	Scaffold130: 3650002–3656961	6960	879.15	6.31E-49
72 h-H_Cluster 13	Scaffold137: 1429000–1439844	10845	2168.71	4.19E-59
72 h-H_Cluster 17	Scaffold147: 9362004–9370728	8725	1354.55	1.45E-52
72 h-H_Cluster 22	Scaffold16276: 8857001–8863024	6024	662.55	3.92E-47
72 h-H_Cluster 30	Scaffold199: 5961009–5973027	12019	1953.23	3.01E-56
72 h-H_Cluster 36	Scaffold226: 4014011–4070023	56013	24372.34	3.01E-56
72 h-H_Cluster 37	Scaffold2366: 1306015–1321028	15014	2510.11	4.19E-59
72 h-H_Cluster 46	Scaffold300: 230249–254907	24659	5437.12	1.42E-64
72 h-H_Cluster 51	Scaffold403: 2–6028	6027	655.50	5.69E-46
72 h-H_Cluster 52	Scaffold4455: 156013–172781	16769	5224.84	3.35E-63
72 h-H_Cluster 60	Scaffold707: 83004–92024	9021	1124.67	1.48E-49
72 h-H_Cluster 63	Scaffold811: 1066000–1071014	5015	615.70	5.94E-42
72 h-H_Cluster 68	Scaffold942: 2627013–2644026	17014	5992.44	5.61E-64
72 h-H_Cluster 70	Scaffold988: 12017–19025	7009	629.34	8.86E-56

*Cluster names are associated with the library name in which the cluster was identified. Induced clusters were expressed only in viruliferous whiteflies, so their expression was considered zero in healthy control whiteflies when edgeR [38] analysis was performed for each time points. Similarly, suppressed clusters were expressed only in healthy control whiteflies, so their expression was considered zero in viruliferous whiteflies.

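No library gives a direct count for a cluster here, but reads in sequences that were lost with the other diet can be counted. Among sequences of 25 to 40 nt with at least 20 reads in the 3 libraries of a condition together, those that were at least 8-fold lower in CPM in V held 0.924% at 24 h, 0.839% at 48 h and 0.0667% at 72 h of the H reads in all sequences with at least 20 reads. Their 95% Wilson confidence intervals were 0.914% to 0.934%, 0.825% to 0.853% and 0.0627% to 0.0709%, which cover counting error only. Those at least 8-fold lower in H held 0.0168% at 24 h, 0.256% at 48 h and 0.733% at 72 h of the corresponding V reads. The measure was chosen after the data had been seen. In percentage points it moved most without replicate 2 of 48 h-H, to 3.56% for H and 2.46% for V at 48 h. With sequences of 28–31 nt, the shares for H were 0.0312%, 0.365% and 0.0643% and those for V 0.0135%, 0.00321% and 0.237% at 24, 48 and 72 h, respectively. In the 18 groups of 3 libraries that mix the diets, the share reached 0.131% at 24 h, 1.73% at 48 h and 4.12% at 72 h, with medians of 0.0466%, 0.232% and 0.289%. The share for H was above that of 18 of these groups at 24 h, 15 at 48 h and 5 at 72 h, and the share for V was above that of 4, 10 and 16, respectively. The sequences with at least 20 reads in the H libraries held 3509852 of the 15887276 reads of 25 to 40 nt at 24 h and 1540268 of the 9028964 reads at 72 h, and rarer sequences could not be judged.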

**Table 5:** Predicted target genes of induced piRNA clusters.

piRNA Cluster*	Target gene	Annotation	Transcripts level in RPKM
24 h-V_Cluster 56	Bta07031	Unknown protein	7.52
48 h-V_Cluster 27	No target gene	N/A	NA
48 h-V_Cluster 42	Bta05801	Unknown protein	5.45
48 h-V_Cluster 57	Bta07186	COMM domain-containing protein 4	4.76
48 h-V_Cluster 57	Bta07187	Sentrin-specific protease 1	0
48 h-V_Cluster 57	Bta07188	Mitochondrial carrier protein	1.5
72 h-V_Cluster 9	Bta02620	Unknown protein	0

*Cluster names are associated with the library name in which the cluster was identified.

N/A indicated that no gene is targeted by a piRNA cluster.

**Table 6:** Transposable elements targeted by induced piRNA clusters.

piRNA Cluster*	DNA Transposon	Retrotransposon
24 h-V_Cluster 56	MITE, hAT, TcMar	LINE/Penelope, LINE/I
48 h-V_Cluster 27		LINE/Jockey, LTR/Gypsy
48 h-V_Cluster 42	MITE, TcMar	LINE/Phenelope
48 h-V_Cluster 57		LINE/R1
72 h-V_Cluster 9		LTR/Gypsy, LTR/Copia

*Cluster names are associated with the library name in which the cluster was identified.

### Suppressed piRNA clusters when whitefly acquired TYLCV

Among those 24 piRNA clusters that were suppressed in whiteflies when fed on TYLCV (Table 4), expression values of the piRNA clusters ranged from 615 to 24,372 RPM, and targeted a total of 17 protein coding genes with diverse biological functions (S6 Table). Eight of them have unknown functions and the remaining genes are not predicted to be involved in any single pathway. In addition to protein coding genes, these piRNA clusters also target both class I and II transposable elements (S7 Table). Class I retrotransposons targeted by these piRNA clusters include LTR and Non-LTR elements. Moreover, a number of class II DNA TE families were also targeted by these piRNA clusters.

## Discussion

piRNAs are widely known to be involved in silencing the activity of transposable elements. Numerous studies on the piRNA pathway have broadened our understanding of the role of piRNA-mediated regulation of TEs in genetic, biological and developmental processes [40–42]. Additionally, piRNAs also regulate the activity of protein coding genes reported for a number of insect species. More recently different groups have reported that piRNAs target the non-coding sequences as well [8,13]. We found that the highest percentage of piRNAs in whitefly is derived from non-coding sequences (Fig 1B), which makes it challenging to infer their potential functions. However, transposable elements and protein coding genes are also targeted by piRNAs.

It was quite interesting to understand that piRNA clusters could be derived either from a positive or from a negative stranded DNA in the whitefly genome. Generation of different orientation of piRNAs was likely due to the two different mechanisms of piRNA biogenesis [7,13,14]. First, piRNA precursors are transcribed from piRNA clusters, and then processed into primary piRNAs [8,16,17], which lead to piRNA-directed cleavage of mRNAs [8,14]. On the other hand, secondary piRNAs are generated through the ping-pong cycle [13,14], which lead to an amplification of piRNA regeneration. The percentage of sense strand-derived piRNAs gradually decreased over time, from 60% at 24 h to 49% at 72 h post virus acquisition in the viruliferous whiteflies, whereas the antisense strand-derived piRNAs increased from 40% to 51% during the same period of time. Although such trends are interesting, we are still unsure about their implications. Recent studies have demonstrated the adaptive antiviral immunity in the mosquito *A*. *aegyti* [43] as well as many of other arthropods [44] suggesting likely involvement of piRNAs in facilitating TYLCV transmission by the vector whitefly *B*. *tabaci*.

In this study, we found that piRNAs were derived from both class I retrotransposons and class II DNA transposons. For class I, three classes of LTR retrotransposons, gypsy, copia and pao-Bel are the most prevalent sources of piRNAs (S4 Table). Previous studies in mosquito and other insects showed the same dominant sources for LTR retrotransposon-derived piRNAs as observed in whitefly [7,11,23]. We also found piRNAs derived from non-LTR retrotransposons, LINEs and SINEs in whitefly. In addition to class I retrotransposons, our study identified piRNAs derived from different families of DNA transposons (S4 Table), including MITE, hAT, TcMar, Maverick, Academ and MULE-MuDR. The highest percentage of piRNAs are derived from MITE DNA transposons when compared among individual TE families (Fig 2). Overall, our results demonstrated that TE-piRNA production in whitefly shared the trends of piRNA biogenesis in other insect species. The mechanism of piRNA-mediated silencing is complex and likely depends on both transcriptional and posttranscriptional mechanisms. Perhaps the mechanism of silencing might differ among different families of transposable elements.

An increasing number of studies reported that piRNAs also target protein coding genes and silence their expression [8,13]. In addition to CDS, they can also target introns and UTRs. Even though gene-derived piRNAs were predominantly mapped to the sense strand in several mosquito species [7,13], we found piRNAs derived from genes in whiteflies are produced from both sense and antisense strands. We observed that the piRNA targeted genes (S3 Table) were not associated with any particular pathway, but instead, seemed to be involved in diverse biological processes.

Our study identified a large number of piRNA clusters. We divided the piRNA clusters into three different categories such as common piRNA clusters, and induced and suppressed piRNA clusters in the presence of TYLCV in whiteflies. We identified 53 common piRNA clusters that are expressed in whiteflies that fed on tomatoes with or without TYLCV infection (S5 Table). These piRNA clusters showed consistent expression across all treatments and did not show any differential expression and targeted numerous classes of transposable elements and protein coding genes of different biological functions. It is likely that these common piRNA clusters are not involved in the acquisition, circulation or transmission of TYLCV in whitefly *B*. *tabaci*.

In addition to common clusters, it was interesting to observe that five piRNA clusters were induced when whiteflies fed on TYLCV-infected tomato. However, the expression of these specific piRNA clusters was not consistent across three time points, suggesting a potential influence from the virus circulation or trafficking through different orgasm in the viruliferous insect vector as measured post acquisition for 24, 48 and 72 h. These specific piRNA clusters targeted six protein coding genes (Table 5). We found that half of the genes have unknown functions, while the other three were annotated as encoding a COMM domain-containing protein, a sentrin-specific protease, and a mitochondrial carrier protein. Based on our previous published transcriptome data [31], these genes are expressed at very low levels, as they are potentially targeted by piRNAs. However, it is still not clear how these proteins are involved in virus transmission or anti-viral immunity in whitefly. The COMM domain family is a multifunctional protein, which could regulate transcription factor NF-kappa-B and copper metabolism. It has been reported that COMM domain-containing proteins modulate the activity of cullin-RING E3 ubiquitin ligase (CRL) complexes [45], and promote the ubiquitination and proteasomal degradation of cellular proteins. Perhaps silencing the expression of this gene in whitefly by piRNAs facilitates deubiquitination of certain cellular proteins involved in virus transmission. Other induced piRNA clusters target sentrin-specific protease 1 (SENP1), which is involved in the small ubiquitin-like modifier (SUMO) pathway. This protein is associated with deconjugation of SUMO from targeted proteins [46,47]. As SENP1 expression is suppressed by the action of piRNA, it could facilitate the conjugation of SUMO to the target proteins, suggesting that piRNA mediated suppression of SENP1 might be playing a role in anti-viral defense, thus to facilitate circulation or trafficking of the virus particles in a viruliferous insect vector. Another gene that was suppressed by the induced piRNA clusters upon acquisition of TYLCV was the mitochondrial carrier protein gene. Mitochondrial carrier proteins transfer molecules across the membranes in the mitochondria. Suppression of the gene encoding mitochondrial carrier protein by a piRNA cluster may facilitate virus trafficking across the membrane to enhance virus transmission. We also looked into the transposable elements targeted by these piRNA clusters. We found that both classes of TEs were targeted by piRNAs, including Class I: LTR/Gypsy, Copia and LINEs/Penelope, R1, L1, and Jockey and class II DNA transposons: MITE, hAT, and TcMar (Table 6). Future in-depth studies are needed to understand the role of piRNAs during virus transmission and immunity.

We also identified 24 piRNA clusters that were induced in whiteflies fed on uninfected tomato (Table 4). There were 15 genes targeted by these piRNA clusters (S6 Table), with one-third of them having unknown functions. The remaining genes were not associated with any particular pathway. Our analysis also found that both class I and II transposable elements were targeted by these piRNA clusters (S7 Table). Class I retrotransposons that were targeted include LTR/Gypsy, Copia, Pao, LINE/DRE, Jockey, Penelope, LOA, CR1, RTE, Dong-4, and SINE, whereas class II DNA transposons include MITE, DNA/Academ, Kolobok-T2, Mariner, MULE-MuDR, Maverick, and hAT. There were multiple members of each of those families of transposable elements. Further studies are needed to pinpoint how the suppression of these piRNAs by TYCLV is associated with anti-viral defense mechanisms. Moreover, a detailed follow up functional study is also required to elucidate the mechanisms on how piRNAs are associated with virus transmission and anti-viral defense in whitefly.

This study provides genome-wide profiling of piRNAs in whiteflies. We found that piRNA clusters were distributed across the whitefly genome, with more than 60% of identified piRNA clusters being derived from non-coding regions with unknown function. Comparative analysis revealed that feeding on a virus-infected host caused induction and suppression of only a small number of piRNA clusters in whiteflies. Majority of the identified piRNA clusters were commonly expressed across all time points in whiteflies fed on TYLCV-infected or uninfected tomato. Apart from piRNAs targeting non-coding regions, other piRNAs target protein coding genes and transposable elements. Although piRNAs primarily regulate the activity of TEs, our results suggest that they may have additional functions in regulating protein coding genes and in insect-virus interactions. This report on piRNA profiling of whitefly will serve as a valuable resource to the whitefly research community. Additionally, this study could also open new avenues to target piRNA-associated genes in whitefly using RNAi or genome editing technologies for vector management.

## Supporting information

S1 Fig Distribution of piRNAs in different genomic regions. Representative piRNA clusters identified by the proTRAC program. It provides detailed information about the piRNA clusters including the genomic coordinates, read coverage, genes and repeat elements falling within the cluster.
(TIFF) Click here for additional data file.

S2 Fig Distribution of piRNAs in different genomic regions. Percentage of piRNAs mapping to different genomic features. Red color denotes piRNAs derived from coding sequences (CDS), green color denotes piRNAs derived from repeat elements, and blue denotes piRNAs derived from non-coding sequences including intergenic regions, introns and UTRs. 24 h-H, 48 h-H, and 72 h-H represents whiteflies fed on uninfected tomato for 24, 48 and 72 hours respectively. 24 h-V, 48 h-V, and 72 h-V represents whiteflies fed on TYLCV-infected tomato for 24, 48 and 72 hours, respectively.
(TIFF) Click here for additional data file.

S1 Table Summary of reads in 18 small RNA libraries. (DOCX) Click here for additional data file.

S2 Table Pearson's correlation coefficients for three biological replicates and Clusters of piRNAs at each of the three different time points and treatments. (XLSX) Click here for additional data file.

S3 Table Predicted piRNAs target genes involved in diverse growth, developmental and metabolic pathways. (XLSX) Click here for additional data file.

S4 Table piRNAs targeting different classes of repeat elements. (XLSX) Click here for additional data file.

S5 Table piRNA clusters commonly expressed across all time points in whiteflies fed on TYLCV-infected or uninfected tomato. (XLSX) Click here for additional data file.

S6 Table Predicted genes targeted by suppressed piRNA clusters. (DOCX) Click here for additional data file.

S7 Table Transposable elements targeted by suppressed piRNA clusters. (DOCX) Click here for additional data file.

## References

[1] BartelDP. MicroRNAs: Genomics, biogenesis, mechanism, and function. Cell. 2004 pp. 281–297. 10.1016/S0092-8674(04)00045-514744438

[2] GhildiyalM, ZamorePD. Small silencing RNAs: An expanding universe. Nature Reviews Genetics. 2009 pp. 94–108. 10.1038/nrg2504 19148191PMC2724769

[3] KimVN, HanJ, SiomiMC. Biogenesis of small RNAs in animals. Nature Reviews Molecular Cell Biology. 2009 pp. 126–139. 10.1038/nrm2632 19165215

[4] AravinAA, Lagos-QuintanaM, YalcinA, ZavolanM, MarksD, SnyderB, et al The small RNA profile during *Drosophila melanogaster* development. Developmental Cell. 2003 pp. 337–350. 10.1016/S1534-5807(03)00228-4 12919683

[5] MaloneCD, HannonGJ. Small RNAs as guardians of the genome. Cell. 2009 pp. 656–668. 10.1016/j.cell.2009.01.045 19239887PMC2792755

[6] van RijRP, BerezikovE. Small RNAs and the control of transposons and viruses in *Drosophila*. Trends in Microbiology. 2009 pp. 163–171. 10.1016/j.tim.2009.01.003 19299135

[7] BiryukovaI, YeT. Endogenous siRNAs and piRNAs derived from transposable elements and genes in the malaria vector mosquito *Anopheles gambiae*. BMC Genomics. 2015;16 10.1186/s12864-015-1436-1 25879960PMC4423592

[8] LiuP, DongY, GuJ, PuthiyakunnonS, WuY, ChenXG. Developmental piRNA profiles of the invasive vector mosquito *Aedes albopictus*. Parasites and Vectors. 2016;9: 1–15. 10.1186/s13071-015-1291-627686069PMC5041409

[9] KimVN. Small RNAs just got bigger: Piwi-interacting RNAs (piRNAs) in mammalian testes. Genes and Development. 2006 pp. 1993–1997. 10.1101/gad.1456106 16882976

[10] ZhengK, XiolJ, ReuterM, EckardtS, LeuNA, McLaughlinKJ, et al Mouse MOV10L1 associates with Piwi proteins and is an essential component of the Piwi-interacting RNA (piRNA) pathway. Proc Natl Acad Sci. 2010;107: 11841–11846. 10.1073/pnas.1003953107 20534472PMC2900664

[11] WangW, AshbyR, YingH, MaleszkaR, ForêtS. Contrasting sex-and caste-dependent piRNA profiles in the transposon depleted haplodiploid honeybee *Apis mellifera*. Genome Biol Evol. 2017;9: 1341–1356. 10.1093/gbe/evx087 28472327PMC5452642

[12] ThomsonT, LinH. The biogenesis and function of PIWI proteins and piRNAs: Progress and prospect. Annu Rev Cell Dev Biol. 2009;25: 355–376. 10.1146/annurev.cellbio.24.110707.175327 19575643PMC2780330

[13] GeorgeP, JensenS, PogorelcnikR, LeeJ, XingY, BrassetE, et al Increased production of piRNAs from euchromatic clusters and genes in *Anopheles gambiae* compared with *Drosophila melanogaster*. Epigenetics and Chromatin. 2015;8 10.1186/s13072-015-0041-5 26617674PMC4662822

[14] BrenneckeJ, AravinAA, StarkA, DusM, KellisM, SachidanandamR, et al Discrete small RNA-generating loci as master regulators of transposon activity in *Drosophila*. Cell. 2007;128: 1089–1103. 10.1016/j.cell.2007.01.043 17346786

[15] ArensburgerP, HiceRH, WrightJA, CraigNL, AtkinsonPW. The mosquito *Aedes aegypti* has a large genome size and high transposable element load but contains a low proportion of transposon-specific piRNAs. BMC Genomics. 2011;12 10.1186/1471-2164-12-606 22171608PMC3259105

[16] VoigtF, ReuterM, KasaruhoA, SchulzEC, PillaiRS, BarabasO. Crystal structure of the primary piRNA biogenesis factor Zucchini reveals similarity to the bacterial PLD endonuclease Nuc. RNA. 2012;18: 2128–2134. 10.1261/rna.034967.112 23086923PMC3504665

[17] NishimasuH, IshizuH, SaitoK, FukuharaS, KamataniMK, BonnefondL, et al Structure and function of Zucchini endoribonuclease in piRNA biogenesis. Nature. 2012;491: 284–287. 10.1038/nature11509 23064230

[18] NagaoA, MituyamaT, HuangH, ChenD, SiomiMC, SiomiH. Biogenesis pathways of piRNAs loaded onto AGO3 in the *Drosophila testis*. RNA. 2010;16: 2503–2515. 10.1261/rna.2270710 20980675PMC2995411

[19] HouwingS, KammingaLM, BerezikovE, CronemboldD, GirardA, van den ElstH, et al A role for Piwi and piRNAs in germ cell maintenance and transposon silencing in zebrafish. Cell. 2007;129: 69–82. 10.1016/j.cell.2007.03.026 17418787

[20] MorazzaniEM, WileyMR, MurredduMG, AdelmanZN, MylesKM. Production of virus-derived ping-pong-dependent piRNA-like small RNAs in the *mosquito soma*. PLoS Pathog. 2012;8 10.1371/journal.ppat.1002470 22241995PMC3252369

[21] MillerWJ, McDonaldJF, PinskerW. Molecular domestication of mobile elements. Genetica. 1997;100: 261–70. 10.1023/A:1018306317836 9440279

[22] Kapitonov VV., JurkaJ. A universal classification of eukaryotic transposable elements implemented in Repbase. Nature Reviews Genetics. 2008 pp. 411–412. 10.1038/nrg2165-c1 18421312

[23] BarguesN, LeratE. Evolutionary history of LTR-retrotransposons among 20 *Drosophila species*. Mob DNA. 2017;8 10.1186/s13100-017-0090-3 28465726PMC5408442

[24] McCullersTJ, SteinigerM. Transposable elements in *Drosophila*. Mob Genet Elements. 2017;7: 1–18. 10.1080/2159256X.2017.1318201 28580197PMC5443660

[25] HessAM, PrasadAN, PtitsynA, EbelGD, OlsonKE, BarbacioruC, et al Small RNA profiling of Dengue virus-mosquito interactions implicates the PIWI RNA pathway in anti-viral defense. BMC Microbiol. 2011;11 10.1186/1471-2180-11-45 21356105PMC3060848

[26] SchnettlerE, DonaldCL, HumanS, WatsonM, SiuRWC, McFarlaneM, et al Knockdown of piRNA pathway proteins results in enhanced semliki forest virus production in mosquito cells. J Gen Virol. 2013;94: 1680–1689. 10.1099/vir.0.053850-0 23559478PMC3709635

[27] Navas-CastilloJ, Fiallo-OlivéE, Sánchez-CamposS. Emerging virus diseases transmitted by whiteflies. Annu Rev Phytopathol. 2011;49: 219–248. 10.1146/annurev-phyto-072910-095235 21568700

[28] ChenW, HasegawaDK, KaurN, KliotA, PinheiroPV, LuanJ, et al The draft genome of whitefly *Bemisia tabaci* MEAM1, a global crop pest, provides novel insights into virus transmission, host adaptation, and insecticide resistance. BMC Biol. 2016;14 10.1186/s12915-016-0321-y 27974049PMC5157087

[29] LuanJB, WangXW, ColvinJ, LiuSS. Plant-mediated whitefly-begomovirus interactions: Research progress and future prospects. Bulletin of Entomological Research. 2014 pp. 267–276. 10.1017/S000748531400011X 24548638

[30] GhanimM, CzosnekH. Interactions between the whitefly *Bemisia tabaci* and begomoviruses: Biological and genomic perspectives. Management of Insect Pests to Agriculture: Lessons learned from deciphering their genome, transcriptome and proteome. 2016 pp. 181–200. 10.1007/978-3-319-24049-7_7

[31] HasegawaDK, ChenW, ZhengY, KaurN, WintermantelWM, SimmonsAM, et al Comparative transcriptome analysis reveals networks of genes activated in the whitefly, *Bemisia tabaci* when fed on tomato plants infected with tomato yellow leaf curl virus. Virology. 2018;513: 52–64. 10.1016/j.virol.2017.10.008 29035786

[32] VodovarN, BronkhorstAW, van CleefKWR, MiesenP, BlancH, van RijRP, et al Arbovirus-derived piRNAs exhibit a ping-pong signature in mosquito cells. PLoS One. 2012;7 10.1371/journal.pone.0030861 22292064PMC3265520

[33] ChenYR, ZhengY, LiuB, ZhongS, GiovannoniJ, FeiZ. A cost-effective method for Illumina small RNA-Seq library preparation using T4 RNA ligase 1 adenylated adapters. Plant Methods. 2012; 10.1186/1746-4811-8-41 22995534PMC3462708

[34] LiR, GaoS, HernandezAG, WechterWP, FeiZ, LingKS. Deep sequencing of small RNAs in tomato for virus and viroid identification and strain differentiation. PLoS One. 2012; 10.1371/journal.pone.0037127 22623984PMC3356388

[35] BolgerAM, LohseM, UsadelB. Trimmomatic: A flexible trimmer for Illumina sequence data. Bioinformatics. 2014;30: 2114–2120. 10.1093/bioinformatics/btu170 24695404PMC4103590

[36] LangmeadB, TrapnellC, PopM, SalzbergS. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 2009;10: R25 10.1186/gb-2009-10-3-r25 19261174PMC2690996

[37] RosenkranzD, ZischlerH. proTRAC—a software for probabilistic piRNA cluster detection, visualization and analysis. BMC Bioinformatics. 2012;13 10.1186/1471-2105-13-5 22233380PMC3293768

[38] RobinsonMD, McCarthyDJ, SmythGK. edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2009; 10.1093/bioinformatics/btp616 19910308PMC2796818

[39] QuinlanAR, HallIM. BEDTools: A flexible suite of utilities for comparing genomic features. Bioinformatics. 2010;26: 841–842. 10.1093/bioinformatics/btq033 20110278PMC2832824

[40] LeeYCG. The role of piRNA-mediated epigenetic silencing in the population dynamics of transposable elements in *Drosophila melanogaster*. PLoS Genet. 2015;11 10.1371/journal.pgen.1005269 26042931PMC4456100

[41] HandlerD, MeixnerK, PizkaM, LaussK, SchmiedC, GruberFS, et al The genetic makeup of the *Drosophila* piRNA pathway. Mol Cell. 2013;50: 762–777. 10.1016/j.molcel.2013.04.031 23665231PMC3679447

[42] SimoneligM. Developmental functions of piRNAs and transposable elements: a *Drosophila* point-of-view. RNA Biol. 2011;8: 754–759. 10.4161/rna.8.5.16042 21712652PMC3256352

[43] Tassetto M, Kunitomi M, Whitfield ZJ, Dolan P, Vargas IS, Ribiero I, Chen T, Olson KE, and Andino R. Antiviral adaptive immunity and tolerance in the mosquito *Aedes aegyti* bioRxiv preprint first posted online Oct. 9, 2018; 10.1101/438911

[44] ter Horst AM, Nigg JC, and Falk BW. Endogenous viral elements are widespread in arthropod genomes and commonly give rise to piRNAs. bioRxiv preprint first posted online Aug. 20, 2018; 10.1101/396382.PMC640144530567990

[45] MaoX, GluckN, ChenB, StarokadomskyyP, LiH, MaineGN, et al COMMD1 (Copper Metabolism MURR1 Domain-containing protein 1) regulates Cullin RING ligases by preventing CAND1 (Cullin-associated Nedd8-dissociated protein 1) binding. J Biol Chem. 2011;286: 32355–32365. 10.1074/jbc.M111.278408 21778237PMC3173175

[46] GongL, MillasS, MaulGG, YehET. Differential regulation of sentrinized proteins by a novel sentrin-specific protease. J Biol Chem. 2000;275: 3355–3359. 10.1074/jbc.275.5.3355 10652325

[47] BaileyD, O’HareP. Characterization of the localization and proteolytic activity of the SUMO-specific protease, SENP1. J Biol Chem. 2004;279: 692–703. 10.1074/jbc.M306195200 14563852

# Supplementary material for: Genome-wide profiling of piRNAs in the whitefly Bemisia tabaci reveals cluster distribution and association with begomovirus transmission
**Source:** PLoS One. 2019 Mar 12;14(3):e0213149. doi: 10.1371/journal.pone.0213149
**Supplement:** S1 Table

**S1 Table. Summary of reads in 18 small RNA libraries.**

| **Sample** | **Raw Reads** | **Clean Reads** | **Genome Mapped Reads** | |
| --- | --- | --- | --- | --- |
| 24 h Uninfected rep 1 | 11,396,636 | 6,450,138 | 4,597,965 |  |
| 24 h Uninfected rep 2 | 13,896,556 | 8,000,547 | 5,817,495 |  |
| 24 h Uninfected rep 3 | 10,033,516 | 5,709,591 | 4,069,067 |  |
| 24 h TYLCV rep 1 | 8,496,418 | 5,028,472 | 3,640,965 |  |
| 24 h TYLCV rep 2 | 10,948,319 | 6,554,168 | 4,819,960 |  |
| 24 h TYLCV rep 3 | 9,964,655 | 5,812,253 | 4,293,954 |  |
| 48 h Uninfected rep 1 | 6,568,291 | 3,380,384 | 2,635,534 |  |
| 48 h Uninfected rep 2 | 11,990,650 | 4,989,984 | 3,710,554 |  |
| 48 h Uninfected rep 3 | 9,460,076 | 3,831,989 | 2,872,969 |  |
| 48 h TYLCV rep 1 | 5,571,966 | 1,877,534 | 1,361,023 |  |
| 48 h TYLCV rep 2 | 11,305,333 | 4,649,274 | 3,528,425 |  |
| 48 h TYLCV rep 3 | 10,044,303 | 3,517,535 | 2,688,076 |  |
| 72 h Uninfected rep 1 | 9,339,697 | 4,631,281 | 3,474,041 |  |
| 72 h Uninfected rep 2 | 10,346,125 | 5,245,471 | 3,824,427 |  |
| 72 h Uninfected rep 3 | 7,472,600 | 3,365,760 | 2,361,219 |  |
| 72 h TYLCV rep 1 | 12,380,899 | 5,550,218 | 4,123,349 |  |
| 72 h TYLCV rep 2 | 7,682,783 | 2,845,521 | 2,105,697 |  |
| 72 h TYLCV rep 3 | 8,680,541 | 3,785,570 | 2,764,259 |  |
| Total | 175,579,364 | 85,225,690 | 62,688,979 |  |

# Supplementary material for: Genome-wide profiling of piRNAs in the whitefly Bemisia tabaci reveals cluster distribution and association with begomovirus transmission
**Source:** PLoS One. 2019 Mar 12;14(3):e0213149. doi: 10.1371/journal.pone.0213149
**Supplement:** S6 Table

**S6 Table. Predicted genes targeted by suppressed piRNA clusters.**

| **piRNA Cluster*** | **Target Gene** | **Annotation** | **Transcripts level in RPKM** |
| --- | --- | --- | --- |
| 24 h-H_Cluster 32 | Bta04318 | Ubiquitin carboxyl-terminal hydrolase protein | 0.11 |
| 24 h-H_Cluster 32 | Bta04319 | Unknown protein | 2.68 |
| 24 h-H_Cluster 39 | No Target Gene | N/A | N/A |
| 24 h-H_Cluster 43 | Bta05610 | Collagen alpha-2(XI) chain | 0.11 |
| 24 h-H_Cluster 43 | Bta05611 | Alk-exo | 0 |
| 24 h-H_Cluster 43 | Bta05612 | Unknown protein | 0 |
| 24 h-H_Cluster 43 | Bta05613 | Unknown protein | 0 |
| 24 h-H_Cluster 49 | Bta05949 | RNA-directed RNA polymerase L | 0 |
| 24 h-H_Cluster 72 | No Target Gene | N/A | N/A |
| 48 h-H_Cluster 21 | No Target Gene | N/A | N/A |
| 48 h-H_Cluster 36 | Bta05946 | Unknown protein | 7.63 |
| 48 h-H_Cluster 38 | No Target Gene | N/A | N/A |
| 48 h-H_Cluster 57 | No Target Gene | N/A | N/A |
| 72 h-H_Cluster 3 | No Target Gene | N/A | N/A |
| 72 h-H_Cluster 9 | No Target Gene | N/A | N/A |
| 72 h-H_Cluster 13 | No Target Gene | N/A | N/A |
| 72 h-H_Cluster 17 | No Target Gene | N/A | N/A |
| 72 h-H_Cluster 22 | Bta04318 | Ubiquitin carboxyl-terminal hydrolase protein | 0.1 |
| 72 h-H_Cluster 22 | Bta04319 | Unknown protein | 2.35 |
| 72 h-H_Cluster 30 | Bta05450 | THAP domain-containing protein 11 | 0.74 |
| 72 h-H_Cluster 36 | Bta05946 | Unknown protein | 9.16 |
| 72 h-H_Cluster 37 | No Target Gene | N/A | N/A |
| 72 h-H_Cluster 46 | Bta07715 | Exostosin-3 | 19.13 |
| 72 h-H_Cluster 51 | Bta10262 | DNA Pol B2 domain-containing protein | 0.31 |
| 72 h-H_Cluster 52 | Bta10540 | Zinc finger protein 76 | 4.08 |
| 72 h-H_Cluster 60 | No Target Gene | N/A | N/A |
| 72 h-H_Cluster 63 | Bta14658 | Unknown protein | 0 |
| 72 h-H_Cluster 68 | Bta15319 | Unknown protein | 7.06 |
| 72 h-H_Cluster 70 | No Target Gene | N/A | N/A |

*Cluster names are associated with the library name in which the cluster was identified.

N/A indicates that no gene is targeted by a piRNA cluster.

# Supplementary material for: Genome-wide profiling of piRNAs in the whitefly Bemisia tabaci reveals cluster distribution and association with begomovirus transmission
**Source:** PLoS One. 2019 Mar 12;14(3):e0213149. doi: 10.1371/journal.pone.0213149
**Supplement:** S7 Table

**S7 Table. Transposable elements targeted by suppressed piRNA clusters.**

| **piRNA Cluster*** | **DNA Transposon** | **Retrotransposon** |
| --- | --- | --- |
| 24 h-H_Cluster 32 | DNA/Academ |  |
| 24 h-H_Cluster 39 |  | LTR/Gypsy, LINE/Jockey |
| 24 h-H_Cluster 43 | DNA/Kolobok-T2 |  |
| 24 h-H_Cluster 49 | MITE | LTR/Gypsy, LINE/DRE, L1 |
| 24 h-H_Cluster 72 | DNA/Academ, DNA/Mariner | LTR/Pao |
| 48 h-H_Cluster 21 |  | LINE/Jockey |
| 48 h-H_Cluster 36 | DNA/MULE-MuDR, MITE | LTR/Pao, LINE/CR1, L1, Dong-R4 |
| 48 h-H_Cluster 38 | MITE | LINE/CR1 |
| 48 h-H_Cluster 57 | MITE, DNA/Maverick |  |
| 72 h-H_Cluster 3 | MITE | LTR/Gypsy, LINE/Jockey, RTE |
| 72 h-H_Cluster 9 | MITE | LINE/Penelope |
| 72 h-H_Cluster 13 | MITE |  |
| 72 h-H_Cluster 17 | MITE | LINE/LOA, R1 |
| 72 h-H_Cluster 22 | DNA/Academ |  |
| 72 h-H_Cluster 30 |  | LTR/Gypsy |
| 72 h-H_Cluster 36 | DNA/MULE-MuDR, MITE | LTR/Pao, LINE/CR1, L1, Dong-R4 |
| 72 h-H_Cluster 37 | MITE | LINE/Jockey |
| 72 h-H_Cluster 46 | MITE | LTR/Copia, LINE/Penelope |
| 72 h-H_Cluster 51 |  |  |
| 72 h-H_Cluster 52 | MITE, DNA/hAT | LTR/Gypsy, LINE/Jockey, I, R1 |
| 72 h-H_Cluster 60 |  | LTR/Pao, LINE/Jockey,L1 |
| 72 h-H_Cluster 63 |  | LTR/Gypsy |
| 72 h-H_Cluster 68 | MITE | LINE/Dong-R4, SINE |
| 72 h-H_Cluster 70 | MITE |  |

*Cluster names are associated with the library name in which the cluster was identified

How the deposited data were processed for this re-analysis (not part of the article)

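Small RNAs of *Bemisia tabaci* MEAM1 whiteflies fed on uninfected (H) or TYLCV-infected (V) tomato for 24, 48 and 72 h were sequenced in 18 libraries, 3 per condition. Libraries were assigned to conditions and replicates from the sample labels, which list the same libraries as S1 Table. The authors removed adapters and low quality sequences with a script of the VirusDetect package and deposited read counts per distinct sequence, with 1 table per library. The counts are whole numbers for sequences of 15 to 40 nt, not normalized and restricted neither to the size range of piRNAs nor to reads that map to the genome. The reads of 18 nt or longer add up to the clean reads of S1 Table in all 18 libraries. The size selection is given as 25 to 40 nt in the methods and as 26 to 40 nt in the results. In the methods it comes after trimming and is followed by the removal of rRNAs, tRNAs and snRNAs. The mapping with Bowtie and the cluster search with proTRAC come after that. Whether reads of rRNAs, tRNAs and snRNAs had already been removed from the files is not known. No whitefly genome was used here, and the removal, the mapping and the cluster search were not repeated.

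From the deposited counts, read totals, read lengths, the shares of reads with uridine at position 1 and adenosine at position 10, and correlations between libraries were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9. Shares per library were compared between V and H at each time point by two-sided exact permutation tests of the difference of means. With 3 libraries against 3 the smallest possible p is 0.1, and with 3 pairs it is 0.25. Correlations used sequences found in at least 3 libraries and log2 of CPM plus a pseudocount of 1.

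Counts per distinct sequence were compared at each time point, using the 6 libraries of that time point, with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test, with TMM normalization, the filter filterByExpr, the total reads of the file as library size and Benjamini-Hochberg adjustment at 0.05. DESeq2 1.42.0, a filter of at least 10 counts in every library, sequences of 25 to 40 nt only, the replicate number as a block, and leaving out each library in turn were alternatives. The test was tested on simulated counts drawn from the means and dispersions of the libraries, in which 200 sequences were changed, and recovered 95.5%, 64.0% and 53.5% of them at 24, 48 and 72 h, with 3.05%, 7.91% and 8.55% false calls. The scripts for substitutions and overlaps were also tested on simulated data.

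Depth ranged from 1958257 to 8025665 reads per library. Intervals and counts cover counting error only, since the reads carry no molecular identifiers. The rule set for items named in the text allowed sequences to be named only if they matched the whitefly reference, and clusters only if reads could be counted on them, so no sequence and no gene is named. The planned tests on cluster regions, strand, loci, coding sequences and repeat elements were not run because they need the genome. The shares of reads in sequences lower with the other diet, the counts of sequences found with a single diet and the shares in common sequences were chosen after the data had been seen. The other designs, and the alternatives not named as added, were set before the data were examined.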

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

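The tests in this part were all chosen after the results had been seen, as were the rules by which their outcomes were judged. Reads below the range that the paper kept for piRNA analysis were compared between diets. Reads of 15–18 nt made up 0.888% ± 0.292 of all reads in 24 h-H and 1.34% ± 0.206 in 24 h-V, and 5.22% ± 1.46 in 72 h-H and 8.43% ± 0.160 in 72 h-V (SD, n = 3 each). Each V library was above each H library at 24 h, with a difference of 0.452 percentage points, and at 72 h, with a difference of 3.22 percentage points (two-sided exact permutation tests, p = 0.1 in both, the smallest that 3 libraries against 3 allow). At 48 h the shares were 7.10% ± 0.721 in H and 7.52% ± 0.636 in V (SD, n = 3), a difference of 0.419 percentage points (two-sided exact permutation test, p = 0.5), and 1 of the 3 V libraries was above every H library. V was above H in 9 of the 9 same-numbered pairs of the 3 time points, with pairs taken from the sample labels. The pairs of 24 and 72 h follow from the separation that led to this comparison, so that only the 3 pairs of 48 h are new (V above H in 3 of 3, two-sided exact sign-flip permutation test, p = 0.25, the smallest that 3 pairs allow), and an effect of the diet at every time point was neither shown nor excluded. The difference between the effects at 24 and 72 h had p = 0.1 before and 0.35 after Benjamini-Hochberg adjustment over 21 comparisons of effects between time points (permutation of the diets within each time point), and the smallest adjusted p among the 21 was 0.336.

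Short reads could be by-products of library preparation. If so, their share should rise with the share of reads that still hold a 3′ linker, of which each library of 48 and 72 h had 84 to 326. Over these 12 libraries, Pearson's r was 0.668 (permutation test, p = 0.0176) and Spearman's rho 0.671 (permutation test, p = 0.0200). Without the 2 libraries farthest from the median linker share, r was 0.347, and r was -0.122 within the 6 libraries of 48 h and 0.876 within the 6 of 72 h. Within these 12 libraries the relation therefore rests on 72 h, where V and H differed in both measures. The libraries of 24 h were not pooled with them because they stand apart in both measures. There too each V library was above each H library in both, and r was 0.635 over 6 libraries with 23 to 46 linker reads each. The pattern cannot be told apart from library preparation. Origin from the tomato plant was not tested, because no plant genome was used.

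Reads that hold the end of the 5′ adapter, which the paper does not report, made up 0.749% ± 0.0169 in 24 h-H and 1.00% ± 0.163 in 24 h-V (SD, n = 3). Each V library was above each H library, with a difference of 0.252 percentage points (two-sided exact permutation test, p = 0.1, the smallest possible). The mean differences at 48 h (0.287 percentage points, p = 0.7) and 72 h (0.587 percentage points, p = 0.5, two-sided exact permutation tests) had the same sign, with a wide spread between libraries. V was above H in 6 of the 9 same-numbered pairs, of which the 3 of 24 h follow from the separation there, so that an effect of the diet at every time point was neither shown nor excluded. Adapter content is set during library preparation, and the labels name no preparation batch, so that a batch and the diet cannot be told apart. Groups of 3 are too small for a test of single libraries that stand apart.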

How the results depend on the processing

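The alternatives were set before the data were examined, except the restriction to 28–31 nt, all alternatives for sequences lower with the other diet and for common sequences, the block for the bases at positions 1 and 10, and leaving out libraries in the correlations, which were chosen after seeing the data. The cause was not tested for any change below.

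At 24 h, 192 sequences differed between V and H. This became 15 with at least 10 counts in every library, a filter that 32 of the 192 sequences pass and that therefore says little about the others, 34 with sequences of 28–31 nt and 145 to 326 across the 6 fits that each left out a library, whereas DESeq2 gave 177 and sequences of 25–40 nt gave 190. At 48 h, 0 sequences differed (1029 at an unadjusted p under 0.05), but DESeq2 gave 33, sequences of 28–31 nt gave 1, and the fits without a library gave 0 to 580 (687 to 2755 at an unadjusted p under 0.05). The 580 came from the fit without replicate 2 of 48 h-H. At 72 h, 1 sequence differed. DESeq2 gave 3, and the 6 fits without a library gave from 0 to 0 (602 to 3238 at an unadjusted p under 0.05).

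With the replicate number as a block, 300 sequences differed at 24 h, 0 at 48 h (786 at an unadjusted p under 0.05) and 0 at 72 h (1063 at an unadjusted p under 0.05). The check of the pairing gave a mean correlation of 0.0821 between same-numbered libraries at 24 h, -0.0800 at 48 h and 0.150 at 72 h. For the shares, the block leaves the mean difference as it was, 1.97, 0.550 and -0.993 percentage points for 28–31 nt, -0.152, 0.352 and -1.72 for uridine at position 1, and -0.0999, 0.921 and -0.473 for adenosine at position 10 at 24, 48 and 72 h.

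The difference in the share of 28–31 nt reads at 48 h reversed when taken of all reads (-0.147 percentage points) and for 26–31 nt (-0.139). Taken of all reads, it was 2.86 at 24 h, where 2 of the 3 V libraries were above every H library, and -5.07 at 72 h. When a library was left out, the difference in the share of 28–31 nt reads among reads of 25–40 nt was 1.42 to 2.35 at 24 h. It was -0.226 to 1.23 at 48 h and -3.67 to 1.34 at 72 h. Uridine at position 1 reversed at 24 h with reads of 25–40 nt (0.103) and was -0.545 to 0.0713 at 24 h, -0.129 to 0.661 at 48 h and -2.75 to -1.01 at 72 h without a library. Adenosine at position 10 reversed at 24 h with reads of 25–40 nt (0.0866) and was -0.213 to 0.0455 at 24 h, 0.680 to 1.15 at 48 h and -0.986 to -0.0900 at 72 h without a library. Since 3 libraries against 3 allow no p below 0.1, these tests could not pass 0.05 under any alternative.

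The median correlation of replicate pairs was 0.707. It was 0.974 without the log transformation and 0.446 with a pseudocount of 0.1. For pairs with different diets the values were 0.968 and 0.438, and for pairs from different time points 0.924 and 0.414. Leaving out a library gave 0.700 to 0.717, 0.694 to 0.711 and 0.650 to 0.669 for the 3 kinds of pairs.

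For sequences at least 8-fold lower with the other diet, the shares of H reads in the sequences considered were at 24, 48 and 72 h 0.944%, 1.19% and 0.378% with at least 10 reads, 1.11%, 0.790% and 0.0507% with at least 50 reads, and 0.0312%, 0.365% and 0.0643% with 28–31 nt. The corresponding shares of V reads were 0.102%, 0.312% and 0.908% with at least 10 reads, 0.00544%, 0.259% and 0.541% with at least 50 reads, and 0.0135%, 0.00321% and 0.237% with 28–31 nt. Without a library the shares of H reads were 0.766% to 1.24%, 0.359% to 3.56% and 0.0625% to 0.194%, and those of V reads 0.00698% to 0.0513%, 0.00549% to 2.46% and 0.452% to 2.14%. No paired analysis was run for these shares, because they were computed from pooled counts without a test.

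The share of 28–31 nt reads in common sequences, in the order 24 h-H, 24 h-V, 48 h-H, 48 h-V, 72 h-H and 72 h-V, was 35.4%, 36.1%, 38.5%, 38.4%, 35.3% and 35.4% with 25–40 nt. Counted as distinct sequences it was 11.7%, 12.5%, 17.6%, 19.7%, 17.0% and 18.7%, and with sequences found in all 18 libraries 21.7%, 21.7%, 23.2%, 23.2%, 22.5% and 22.3%. Without a library it was 39.8% to 40.2%, 40.0% to 40.3%, 41.5% to 42.5%, 41.6% to 42.4%, 41.0% to 41.5% and 40.4% to 42.2%.

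All alternatives for cluster regions, for sense reads in clusters, for single-locus reads and for reads from coding sequences and repeat elements were not run, since no whitefly genome was used. Of the distinct sequences, 86.0% were found in a single library, which limits the comparison between libraries. Whether depth is the cause was not tested. Whether depth limited the tests of the other sequences was not examined either. In the simulated counts fewer changed sequences were recovered at 72 h (53.5%) than at 48 h (64.0%).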

Differences from the paper's values

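The median Pearson correlation coefficient between replicates of a condition was 0.707 on the log2 scale, against 0.99 in the paper (S2 Table). Between conditions it was 0.670, against 0.98 in the paper. The values here are over distinct sequences, whereas the text of the paper does not name the units or the scale that it correlated. The difference therefore does not show that the libraries were less reproducible than reported. Of the alternatives set before the data were examined, CPM without the log transformation gave 0.974 and 0.932, which differ from the values of the paper by less than the standard deviation between single pairs but lie below the lowest pair in the paper (0.98 within and 0.97 between conditions). A pseudocount of 0.1 gave 0.446 and 0.417, which differ by more.

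The legend of Fig 1A describes its vertical axis as the total number of reads at a length. The 3 libraries of 24 h-H together held 5879021 reads of 30 nt and had a mean of 1959674 per library, while the peak is at about 2000000 in Fig 1A, read by eye. In 72 h-V the sum was 2482822 and the mean 827607, while the peak is at about 830000 in Fig 1A, read by eye.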

Other observations

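The tests in this part were all chosen after the results had been seen, and so were the limits by which their outcomes were judged.

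Other splits of the libraries were compared with the real one. Of the 10 splits of the 6 libraries of a time point into 3 and 3, 4 part all same-numbered libraries, and the other 6 keep 2 same-numbered pairs together. At 24 h, 1 of the 4 splits, the real one, gave as many as 192 sequences, and the 6 others gave at most 41. At 48 h, 4 of the 4 splits gave at least the 0 sequences of the real one (1029 at an unadjusted p under 0.05). At 72 h, 1 of the 4 splits gave as many as the 1 sequence of the real one. So few splits cannot give a share under 0.05, whatever the data.

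Of the 6 other splits at 72 h, 1 gave 1089 sequences. Of these, 85.5% had a GC content of at least 60%, against 20.2% of the sequences tested. Similarly, 70.7% of the 580 sequences called at 48 h without replicate 2 of 48 h-H were this rich in GC. Of the 18216 sequences tested with all 6 libraries of 48 h, 23.4% were. The share among the 21644 sequences tested without that replicate is not given. The split at 72 h groups libraries of both diets, and its calls are consistent with differences between libraries in the recovery of GC-rich sequences. The 580 sequences come from a comparison of V with H, so for these an effect of the diet cannot be told apart from such differences. No biological explanation was tested for these calls.

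The 148 sequences lower in V at 24 h had a summed CPM of 2044 ± 459 in 24 h-H and 235 ± 89.9 in 24 h-V (SD, n = 3), a ratio of 8.70. As the sequences were chosen for this difference, the ratio itself cannot separate an effect of the diet at 24 h from a difference in preparation. The calls were most frequent among long sequences rich in GC, with 113 of 437 tested sequences of 33–40 nt with at least 60% GC and 28 of 737 with less. All reads of 33–40 nt made up 7.33% ± 0.440 of the reads in 24 h-H and 5.65% ± 0.439 in 24 h-V (SD, n = 3), a difference of -1.68 percentage points with each V library below each H library (two-sided exact permutation test, p = 0.1, the smallest possible), of which the reads with at least 60% GC made up -0.464 percentage points. Among tested sequences of 28–31 nt with at least 60% GC, 2 of 1916 were lower, so that a high GC content without the length did not go with frequent calls. The same sequences were counted at 48 and 72 h, where they had not been chosen. An effect of the diet of this size at every time point would make them lower in V there too. Yet the ratio of H to V was 0.674 at 48 h and 0.329 at 72 h (two-sided exact permutation tests, p = 0.7 and p = 0.5). The libraries of V and H overlapped at both times, and the ratio at 72 h rests on replicate 3 of 72 h-V with 809 CPM. The other libraries of 72 h-V had 141 and 100, and those of 72 h-H had 174, 77.7 and 94.1. The libraries of 24 h did not overlap, with at least 1705 in H and at most 313 in V, and the highest library had 1.50 times the CPM of the lowest within 24 h-H and 2.29 times within 24 h-V. Within 48 h-V it had 8.69 times the CPM of the lowest, the widest spread of the 6 conditions. The order of the replicates was shared by both diets at 24 h, where replicate 3 was highest and replicate 2 lowest (2566 and 1705 in H, 313 and 137 in V). It was also shared at 48 h, where replicate 2 was highest and replicate 3 lowest (483 and 135 in H, 771 and 88.7 in V). It was not shared at 72 h, where replicate 1 was highest in H (174) and replicate 3 in V (809), with replicate 2 lowest in both. A ratio of single libraries cannot be set against a ratio of means. A recovery of long GC-rich sequences that differs between libraries whatever the diet therefore remains a candidate explanation that was neither shown nor excluded. An effect limited to 24 h cannot be told apart from it. The RNAs that the 148 sequences come from were not identified, and reads of tRNAs may be among them, since their removal is not known. An ending in CCA was also recorded. The tested sequences of 33–40 nt at 24 h had a median log2 fold change of -0.183 with this ending (455 sequences) and -0.171 without it (719 sequences). Of the tested sequences of this length, 1031 were not called, so that the medians mostly describe those. Many of the 148 lower sequences had this ending and many did not. The medians do not show whether called sequences had it more often than the others. The 44 sequences higher in V at 24 h, of which 22 were 15–18 nt long, had a summed CPM of 176 ± 22.4 in 24 h-H and 510 ± 92.0 in 24 h-V (SD, n = 3). At the time points for which they had not been chosen, they had 2521 ± 293 in 48 h-H and 2694 ± 535 in 48 h-V, and 1501 ± 145 in 72 h-H and 2108 ± 104 in 72 h-V (SD, n = 3). At 72 h each V library was above each H library (two-sided exact permutation tests, p = 0.7 at 48 h and p = 0.1 at 72 h, the smallest that 3 libraries against 3 allow).

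Clusters that the paper found with H and not with V at the same time point were compared with its own S2 Table. By overlap of coordinates there are 24 such clusters, of which 18 overlap a cluster of V at another time point, and 5 clusters of V, of which 3 overlap a cluster of H at another time point. At 72 h the 15 clusters of H hold 5.43% of the mapped reads by the values of the paper, and 14 of them overlap a V cluster of 24 or 48 h. If their sequences were missing from viruliferous whiteflies, a share of that size should lie in sequences that are much lower in V. In 72 h-H, 0.0643% of the reads in 28–31 nt sequences with at least 20 reads were at least 8-fold lower in V. Rarer sequences could not be judged and the clusters of origin are not known, so the absence of these clusters in V was neither shown nor excluded.

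At each of the 3 time points, the diet with more 26–31 nt reads, which was H, also had more clusters in the paper (96 against 92, 68 against 67, and 71 against 57). Between time points the order differed, since 72 h-V had more 26–31 nt reads than 48 h-V (6339789 against 5873619) but fewer clusters (57 against 67). Within a time point, depth and diet cannot be told apart as possible explanations of the number of clusters. No correlation over the 6 conditions is given, since those of 24 h stand apart in depth.

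In S2 Table of the paper, clusters of the plus strand hold 60.3% of the summed RPM of all clusters in 24 h-V and 53.4% in 72 h-V, a change of -6.89 percentage points. This share is not the percentage of piRNAs from the sense strand that the paper reports (Fig 1C), which ends lower at 72 h. In 24 h-V, 2 plus-strand clusters are above 10000 RPM, and in 72 h-V there are 0 of this size. Without these clusters the share is 50.3% in 24 h-V and stays at 53.4% in 72 h-V, a rise of 3.11 percentage points. Leaving out plus-strand clusters can only lower the share in 24 h-V, and 72 h-V has 0 to leave out. The direction of the shift was therefore fixed beforehand, and the check cannot decide whether the fall of this share in V reflects which clusters were called. The other conditions do not decide it either. In H the share without clusters of this size still falls, from 52.3% at 24 h to 50.8% at 48 h and 49.0% at 72 h, and 48 h-V, with 0 such clusters, has 49.3%, below 72 h-V. The covered length was 996376 bp in 24 h-V and 523276 bp in 72 h-V. No biological explanation was tested.

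Replicate 2 of 72 h-V had an unusual pattern of single-base differences from abundant sequences. Its root mean square log2 distance from the median profile of the libraries was 1.21, and 10 of 12 types of substitution lay outside the range of the other 17 libraries. Reads with an A-to-T change numbered 67.9 for every 10000 reads of an A in the abundant sequences, against 11.0 to 14.5 in the others. This is consistent with base calling or sequencing chemistry of that library. A few variant sequences are an unlikely source, since 86.8% of the abundant sequences had an A-to-T rate above that of the other libraries, where other libraries had at most 47.1%. The condition cannot be the whole source, since the other replicates of 72 h-V were at 0.0768 and 0.0787.

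Sequences made by the ping-pong cycle overlap by 10 nt at their 5′ ends. Among distinct sequences of 26–31 nt, with windows matched for their end bases, the 10-nt overlap gave more matches than every other offset in 0 of 18 libraries. Its excess over the mean of the other offsets was 0.313% to 4.52%, where simulated libraries gave -0.385% without and 23.3% with 20000 pairs added to 200000 sequences. The real libraries held more such sequences, from 804189 to 3256281. More sequences give more matches by chance, so that the same proportion of pairs would give a smaller percent excess. The 23.3% therefore does not tell how many pairs the real libraries could hold. That mean is lowered by the offset of 1 nt, the lowest in every library. The 10-nt overlap gave more matches than 6 to 15 of the 16 other offsets. Ping-pong pairs could therefore neither be shown nor excluded without the genome. A comparison made earlier without matched end bases is not given, since it was raised by base composition.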
